# The vitamin D receptor and inducible nitric oxide synthase associated pathways in acquired resistance to *Cooperia oncophora *infection in cattle

**DOI:** 10.1186/1297-9716-42-48

**Published:** 2011-03-17

**Authors:** Robert W Li, Congjun Li, Louis C Gasbarre

## Abstract

*Cooperia oncophora *is an economically important gastrointestinal nematode in ruminants. Acquired resistance to *Cooperia oncophora *infection in cattle develops rapidly as a result of prior infections. Naïve cattle, when given a primary infection of high-dose infective L3 larvae, develop a strong immunity to subsequent reinfection. Compared to primary infection, reinfection resulted in a marked reduction in worm establishment. In order to understand molecular mechanisms underlying the development of acquired resistance, we characterized the transcriptomic responses of the bovine small intestine to a primary infection and reinfection. A total of 23 pathways were significantly impacted during infection. The vitamin D receptor activation was strongly induced only during reinfection, suggesting that this pathway may play an important role in the development of acquired resistance via its potential roles in immune regulation and intestinal mucosal integrity maintenance. The expression of inducible nitric oxide synthase (NOS2) was strongly induced during reinfection but not during primary infection. As a result, several canonical pathways associated with NOS2 were impacted. The genes involved in eicosanoid synthesis, including prostaglandin synthase 2 (PTGS2 or COX2), remained largely unchanged during infection. The rapid development of acquired resistance may help explain the lack of relative pathogenicity by *Cooperia oncophora *infection in cattle. Our findings facilitate the understanding of molecular mechanisms underlying the development of acquired resistance, which could have an important implication in vaccine design.

## Introduction

*Cooperia oncophora *is one of the most economically important gastrointestinal nematodes in ruminants that result in production inefficiency. In Brazil, over 70% of parasites recovered from cattle grazed on pasture belong to the genus *Cooperia *[1]. While clinical symptoms are generally absent or relatively mild, *C. oncophora *infection has been shown to reduce live weight gain as much as 13.5% of total cattle bodyweights [2], possibly due to inappetence and nutritional deficiency. Pathophysiological changes induced by infection are typically restricted to the site of infection, mainly in the duodenum and jejunum. These changes include morphological and structural alterations in intestinal villi [2,3], loss of plasma protein into the gut [3] and enhanced mucus excretion [3,4].

*C. oncophora *infection in cattle elicits a Th2-like immune response, characterized by up-regulation of IL-4 and the involvement of both eosinophils and mucosal IgA [4-7]. Host serological response to *C. oncophora *infection has been extensively studied [6,8-10]. *C. oncophora*-specific serum and mucosal IgG1 and IgA are strongly induced upon experimental challenge in cattle [8]. Moreover, the levels of *Cooperia*-specific IgA are significantly higher in intermediate responders than in low responders in cattle [9] and expulsion of the adult *Cooperia *worm appeared to be associated with a significant increase in mucosal IgA and an influx of eosinophils [6]. PIGR, a gene responsible for trans-epithelial transport of polymeric immunoglobulins, such as IgA dimers and IgM pentamers, into mucosal and glandular secretions, is strongly up-regulated in the heifers resistant to parasitic nematodes after experimental parasite challenge [7]. The peak in antibody titres is preceded by a significant increase in B and MHCII^+ ^cells in the draining lymph nodes, suggesting that B cells may play an important role in development of acquired immunity against the parasite [8].

In ruminants, adult animals often exhibit acquired resistance to gastrointestinal nematodes. This process tends to display a temporal characteristic. The ability to reject incoming larvae is first acquired, followed by depressing female fecundity and then by expelling adult worms by the host. The prevention of worm establishment in the host tissue, which is determined by host age, seems most important and requires a threshold worm burden in order to invoke a strong immune response [11]. Compared to the abomasal nematode *Ostertagia ostertagi*, which requires a prolonged exposure before acquired resistance becomes effective [12,13], protective immunity to reinfection in cattle develops rapidly following a primary *C. oncophora *infection. A significant reduction in worm burdens can be achieved in primed cattle with a primary infection [14]. In these animals, acquired resistance is also manifested by increased percentage of L4 larvae. In addition, worm length and fecundity are also significantly reduced. This observed immunity is also confirmed in cattle during natural infection. Calves moderately exposed to *C. oncophora *during the first grazing season are absent of any *C. oncophora *larvae in their fecal cultures during the second grazing season [15,16]. Accumulated evidence suggests that a rapid development of protective immunity may well explain relatively mild clinical symptoms and lack of severe pathogenicity observed in cattle exposed to *C. oncophora *infections. While the effect of host response types or genetic factors on worm establishment and infection doses on worm morphology and reproduction are well understood, molecular mechanisms underlying the development of acquired resistance in cattle have not received any attention. In this study, we aim to understand the underlying mechanisms that contribute to the development of acquired resistance against *C. oncophora *infection in cattle, which should have a positive impact on formulating optimal drug-independent nematode control strategies.

## Materials and methods

### Animals and worm burdens

Sixteen Holstein bull calves were purchased locally within 48 h after birth. The animals were fed *ad libitum *with a standard calf ration and maintained on concrete for the duration of the experiment. These animals were randomly divided into 4 groups (naïve control, primary infection, drug-treated control, reinfection) with 4 animals in each group. After reaching ~ 4 months of age, twelve of these 16 nematode-naïve animals were orally infected with a single dose of *C. oncophora *infective L3 larvae (10^5 ^larvae per animal) for 14 days post infection (dpi). The L3 larvae were obtained from cultures maintained at the USDA-ARS Beltsville facilities. Four uninfected naïve animals were used as controls. Four out of the 12 infected animals (primary infection) at 14 dpi and four naïve control animals were sacrificed. The remaining 8 infected calves were treated with a 2× labeled dose of fenbendazole (Safe-Guard) to remove existing parasites. These calves were allowed to rest for 30 days on concrete. Four of the 8 drug-treated calves were then infected with a single dose of 10^5 ^L3 larvae per animal for 14 days (reinfection) and the remaining four drug-treated calves remained uninfected and served as drug-treated controls. Small intestine tissues were collected from the jejunum approximately three meters from the pyloric sphincter and snap frozen in liquid nitrogen prior to storage at - 80°C until total RNA was extracted. The animal maintenance and handling were based on the protocol approved by The USDA-ARS Animal Care and Use Committee; and Institutional Animal Care and Use Committees guidelines were strictly followed. Fecal egg count (egg per gram of feces or EPG) was monitored during the repeat infection experiment using zinc sulfate double centrifugation and parasite burdens were determined as previously described [13].

### RNA Extraction, real-time RT-PCR, and microarray analysis

Total RNA extraction, real-time RT-PCR and microarray fabrication and hybridization were performed as previously described [7,17]. Briefly, total RNA was extracted using Trizol (Invitrogen, Carlsbad, CA, USA) and further purified using an RNeasy Mini kit (Qiagen, Valenica, CA, USA). RNA integrity was verified using a Bioanalyzer 2100 (Agilent, Palo Alto, CA, USA). For real-time RT-PCR, the cDNA synthesis was performed with an iScript cDNA Synthesis kit (Bio-Rad, Hercules, CA, USA). Real-time RT-PCR analysis was carried out with the iQ SYBR Green Supermix kit (Biorad) using 200 nM of each amplification primer and the 1^st^-strand cDNA (100 ng of the input total RNA equivalents) in a 25 μL reaction volume as described [7]. The amplification was carried out on an iCycler iQ™ Real Time PCR Detection System (BioRad) with the following profile: 95°C-60 s; 40 cycles of 94°C-15 s, 60°C-30 s, and 72°C-30 s. A melting curve analysis was performed for each primer pair. The ribosomal protein S29 (RPS29), with relatively constant expression levels across all experiment samples, was used as an endogenous control. Relative gene expression data was calculated using the 2^-ΔΔCT ^method [18]. The fold change was normalized against the naive group.

The bovine microarray, which included 86 191 unique 60mer oligonucleotides synthesized in situ, each repeated 4 times on the microarray, representing 45 383 bovine genes and/or expressed sequence tags (ESTs), was previously described [17]. After hybridization, scanning and image acquisition, data were extracted from raw images using NimbleScan software (Roche, Indianapolis, IN, USA). A total of 16 microarrays, 4 biological replicates per treatment group, were used in this experiment (GEO accession# GSE24402). Relative signal intensities (log2) for each feature were generated using the robust multi-array average algorithm [19]. The data were then processed based on the quantile normalization method [20]. The background-adjusted, normalized, and log-transformed intensity values were further analyzed using MeV v4.2. [21]. Significantly regulated genes were identified using the method suggested by Guo et al. [22] based on their significance (*P *< 0.05) and followed by fold change (2 fold as a cutoff). A nucleotide BLAST was conducted against the Reference mRNA Sequences Database (RefSeq) for all sequences that were significantly impacted during infection using 60mer oligo sequences on the microarray (cutoff E Value < 10^-8^). These genes are listed in Additional file 1. After removing redundancy in which a gene was represented by multiple sequences, genes with annotation and approved gene symbols (Table 1) were used for pathway analysis discussed below.

**Table 1:** Genes significantly induced in the bovine small intestine by *Cooperia oncophora *infections*.

Bovine RefSeq_ID	Symbol	Description	Primary infection	Reinfection
				
XM_587930.4	ABCG1	similar to ATP-binding cassette sub-family G member 1	2.29*	1.08
NM_174501.2	ALOX15	arachidonate 15-lipoxygenase	1.27	2.42*
NM_001083508.1	BAALC	brain and acute leukemia, cytoplasmic	0.51	2.07*
XM_587691.3	BEST4	similar to bestrophin 4	0.74	2.05*
XM_876130.3	BZW1	basic leucine zipper and W2 domains 1	2.78*	1.33
NM_001104961.1	BZW2	basic leucine zipper and W2 domains 2	3.89*	0.66
NM_001076195.1	CALB1	calbindin 1, 28 kDa	1.15	2.13*
NM_001017934.2	CCT3	chaperonin containing TCP1, subunit 3 (gamma)	2.06*	0.52
XM_869285.3	CDH26	similar to cadherin-like 26	39.48***	13.08*
XM_583707.4	CDK8	similar to MGC81962 protein	2.55*	1.26
NM_176788.1	CEBPB	CCAAT/enhancer binding protein (C/EBP), beta	1.15	2.09*
XM_001790249.1	CKAP5	similar to colonic and hepatic tumor over-expressed protein	2.20*	0.81
NM_001101980.1	COL17A1	collagen, type XVII, alpha 1	0.76	2.06*
NM_001034340.1	CYR61	cysteine-rich, angiogenic inducer, 61	0.87	2.62**
NM_001102301.1	DDN	dendrin	2.35*	0.97
NM_001046036.1	DIMT1L	DIM1 dimethyladenosine transferase 1-like (S. cerevisiae)	2.77*	1.23
NM_001010992.3	DIO2	deiodinase, iodothyronine, type	4.38*	2.41*
NM_001046052.1	DYNC1LI1	dynein, cytoplasmic 1, light intermediate chain 1	2.09*	0.74
NM_001143864.1	ELP2	elongation protein 2 homolog (S. cerevisiae)	3.82**	1.11
NM_001102519.1	ENDOD1	endonuclease domain containing 1	1.45	2.49*
XM_614853.4	ETV5	similar to ets variant gene 5 (ets-related molecule)	2.53	2.32*
NM_001008665.1	F11	coagulation factor XI	1.01	2.01*
NM_174541.2	GABRA2	gamma-aminobutyric acid (GABA) A receptor, alpha 2	1.57	2.34**
NM_001075844.1	GABRA5	gamma-aminobutyric acid (GABA) A receptor, alpha 5	2.34	0.49**
NM_001038143.1	GCLM	glutamate-cysteine ligase, modifier subunit	1.22	2.50**
NM_205809.1	GCNT3	glucosaminyl (N-acetyl) transferase 3, mucin type	7.66**	2.47
XM_868229.3	GIF	similar to gastric intrinsic factor (vitamin B synthesis)	0.80	3.69**
XM_865266.3	GPR120	similar to G protein-coupled receptor 120	2.02*	1.25
NM_001080354.1	GSTM4	glutathione S-transferase mu 4	2.81*	1.61
XM_605913.4	HERC6	similar to hect domain and RLD 6	0.74	2.62*
NM_001031751.1	HGF	hepatocyte growth factor	2.05*	1.43
NM_001105651.1	HLA-A	major histocompatibility complex, class I, A	2.02*	0.43
XM_001253142.1	KSR2	similar to Kinase suppressor of Ras 2	2.10	0.50*
NM_001076122.1	HS3ST1	heparan sulfate (glucosamine) 3-O-sulfotransferase 1	1.22	2.00**
NM_001040563.1	HTATIP2	HIV-1 Tat interactive protein 2, 30 kDa	2.07*	1.15
NM_174644.2	IDH3A	isocitrate dehydrogenase 3 (NAD+) alpha	2.27*	1.24
NM_001075588.1	IFI6	interferon, alpha-inducible protein 6	0.17	2.55*
NM_001046210.1	IL1R2	interleukin 1 receptor, type II	1.03	2.06*
XM_590057.4	KIAA0415	hypothetical protein LOC512522	1.30	2.45*
NM_001046411.1	KRT7	keratin 7	2.30*	1.87
XM_595458.4	LIPM	similar to Lipase member M precursor	1.57	2.21*
XM_001249810.2	LONRF3	similar to LON peptidase N-terminal domain and RING finger protein 3	0.97	2.06*
NM_173933.2	LPO	lactoperoxidase	2.33	0.16**
NM_001097565.1	LRP8	low density lipoprotein receptor-related protein 8	2.57*	1.79
XM_001789987.1	METTL8	methyltransferase like 8	0.87	2.20*
NM_173940.2	MX1	myxovirus (influenza virus) resistance 1	0.54	2.05*
XM_613028.3	NEB	nebulin	1.82**	2.25*
NM_001076799.1	NOS2	nitric oxide synthase 2, inducible	0.97	2.18**
XM_592814.2	P2RX1	similar to P2X purinoceptor 1 (ATP receptor)	3.14*	1.19
NM_001001600.1	PGA5	pepsinogen 5, group I (pepsinogen A)	1.21	2.20*
XM_583514.4	PGM2	phosphoglucomutase 2	2.89*	0.70
NM_001035017.1	PHGDH	phosphoglycerate dehydrogenase	2.62*	1.09
XM_601308.3	POLS	similar to DNA polymerase sigma	1.01	2.06**
NM_174432.2	PRDX3	peroxiredoxin 3 (PRDX3)	2.16*	0.51
NM_174690.1	PRSS2	protease, serine, 2 (trypsin 2)	3.44*	1.13
NM_001105323.1	PTGS1	prostaglandin-endoperoxide synthase 1	2.39*	1.52
NM_001103316.1	PTPLAD1	protein tyrosine phosphatase-like A domain containing 1	1.45	2.40*
NM_001046303.1	RELL2	RELT-like 2	2.07	0.27**
NM_001080232.1	RGS13	regulator of G-protein signaling 13	1.26	2.63*
NM_001045941.1	RSAD2	radical S-adenosyl methionine domain containing 2	0.40	3.18*
NM_173959.4	SCD	stearoyl-CoA desaturase (delta-9-desaturase)	2.21*	0.95
XM_590757.3	SEMA3B	Sema domain, short basic domain, secreted,3B	0.77	2.03*
NM_001099211.1	SF3A2	splicing factor 3a, subunit 2, 66 kDa	1.03	2.12*
NM_001099378.1	SLC15A1	solute carrier family 15 (oligopeptide transporter), member 1	2.19*	0.57
XM_867835.3	SLC22A15	similar to solute carrier family 22, member 15	1.58	2.57*
NM_176640.2	SLC35A2	solute carrier family 35 (UDP-galactose transporter), member A2	2.07*	1.30
XM_001790621.1	SLC38A1	solute carrier family 38, member 1	2.50*	1.70*
NM_001101994.1	SLC6A12	solute carrier family 6, member 12	2.08	0.32*
NM_174187.2	SPP1	secreted phosphoprotein 1	1.01	4.69*
NM_001046456.1	TICAM2	toll-like receptor adaptor molecule 2	3.29*	1.04
NM_001035107.1	TINAG	tubulointerstitial nephritis antigen	1.69	3.41*
NM_001076856.1	TMEM66	transmembrane protein 66	2.99*	1.03
XM_600015.4	TNFSF9	similar to tumor necrosis factor (ligand) superfamily, member 9	2.61**	1.02
NM_001038155.1	TNS4	tensin 4	2.84*	1.88
NM_001012284.1	UBA7	ubiquitin-like modifier activating enzyme 7	0.38	2.37*
NM_001103233.1	ULBP3	UL16 binding protein 3	2.23*	0.31
NM_001035075.1	XAF1	XIAP associated factor 1	0.55	2.20**
NM_001102354.1	XRCC2	X-ray repair complementing defective repair in Chinese hamster cells 2	1.40	2.36**
XM_585095.4	ZBP1	similar to Z-DNA binding protein 1	0.44	2.20**
XM_874604.3	ZNF71	similar to zinc finger protein 71	2.98*	1.14
				

*Only sequences with annotation are listed.

Genes significantly regulated during infection were analyzed using Ingenuity Pathways Analysis (IPA) software v8.7 (Ingenuity Systems, Redwood City, CA, USA) as described previously [13,23]. Genes significantly up-regulated and down-regulated were analyzed separately. Genes with known gene identifiers (gene symbols) and their corresponding expression values were uploaded into the software. Canonical pathways were identified based on two parameters: (1) A ratio of the number of genes from the data set that map to the pathway divided by the total number of genes that map to the canonical pathway, and (2) a P value calculated using Fischer's exact test, which determines the probability that the association between the genes in the data set and the canonical pathway is due to chance alone.

### Western blot analysis

Western blot analysis was essentially the same as described [13]. Briefly, crude proteins were extracted from bovine small intestine samples using Mammalian Protein Extraction Reagent (Pierce, Rockford, IL, USA) with a protease inhibitor cocktail (Sigma, St. Louis, MO, USA) added prior to use. After homogenization, the samples were briefly centrifuged at 4°C for 2 min at 10 000 × *g *to remove debris. Crude protein was quantified using a modified Branford method and Western blot analysis performed as described [4]. Briefly, the protein from different samples was separated by SDS PAGE on 2 identical 4 to 20% polyacrylamide gradient gels. One gel was stained with Simply Blue Safestain (Invitrogen) and served as loading control. Another gel was used for Western blot and imaging analysis. The Western blot was probed with the following primary antibodies, SPP1 (OPN) mouse monoclonal antibody (sc-21742, Santa Cruz Biotechnology, Santa Cruz, CA, USA) and GCNT3 goat polyclonal antibody (ab77728, Abcam, Cambridge, MA, USA). After washing, these blots were incubated with an IRdye labeled secondary antibody (Li-Cor Bioscience, Lincoln, NE, USA). The bands were detected using a Li-Cor Odyssey Infrared Imaging System (Li-Cor). The relative density of the target bands on the blots was quantified using the imaging software UN-SCAN-IT (Silk Scientific, Orem, UT, USA).

## Results

### Parasitology and worm counts

The naïve control calves remained worm-free during the experiment. No worms were recovered from drug-treated control animals, suggesting that a 2× labeled dose of fenbendazole (Safe-Guard) is sufficient to eliminate existing parasites. EPG was monitored weekly during the rest period. A low EPG value (EPG = 8) was detected only in one of the animals in a single time point, providing further evidence the efficacy of drug drenching. Approximately a 56% reduction in worm burden was observed in reinfected calves (mean worm counts ± SD = 10 334 ± 3 585) compared to the animals with only a primary infection (23 883 ± 7 833) at 14 dpi). The difference is marginally significant (*P *< 0.1), probably due to a substantial variation in worm burden in an out-bred population used in this challenge experiment. While uncharacterized genetic makeup of experiment animals and a small sample size used in challenge studies are a major concern, a significant reduction in worm burden and a higher percentage of immature larvae recovered in reinfected animals (15.2% vs. 9.4% in primarily infected animals, *P *< 0.1) suggested these animals had indeed acquired protective immunity to infection.

### Transcriptomic profiles and pathway analysis

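Jejunal RNA of 16 calves was measured on 16 one-colour arrays, with 1 array per calf and 4 calves in each of 4 groups. Naïve control calves were never infected, and primary infection calves were sampled 14 days after 1 dose of 1e+05 larvae. Drug-treated control calves had been infected in the same way, cleared of worms with fenbendazole and rested. Reinfection calves had the same history and were sampled 14 days after another dose of 1e+05 larvae. Each array gave 1 intensity for each sequence, on the scanner's linear scale, which is the mean over the 60mer probes of that sequence. Of these sequences, 40808 had 2 probes and 4447 had 1. The median intensity of an array ranged from 1209 to 1338 in naïve control calves (median of the group 1285) and from 1159 to 1302 in primary infection calves (1220). It ranged from 1070 to 1530 in drug-treated control calves (1281.5) and from 873 to 1177 in reinfection calves (1028). The lowest values, 873 and 934, were those of reinfection replicates C and D. Background was removed from the intensities with the normal-exponential model (normexp, offset 0), the 16 arrays were quantile normalized together, and log2 was taken. The paper states that the authors used the robust multi-array average and quantile normalization. The 4 group means were fitted with limma, which left 12 residual degrees of freedom, and each infected group was compared with its own control. The p values were adjusted over all sequences by the Benjamini-Hochberg method. The study's threshold, an unadjusted p of at most 0.05 with a 2-fold difference, was applied beside the adjusted test. The calves' label numbers formed 2 series in each experiment, with 2 calves of each group in each series. Symbols could be given to 2713 sequences of 1849 genes. On the named genes, 35 lists of genes were tested with camera, which compares a list with the other named genes and was run with a preset correlation of 0.01 between genes. The lists were fixed before the arrays were examined, but after the paper's tables had been seen. Of the 1849 named genes, 286 are in the study's list, which was chosen on these arrays. Named sequences past the study's threshold in reinfection were 39 higher and 188 lower, so a lower list may be harder to call there. In simulated arrays of the reinfection comparison, limma's adjusted test recovered 83% of 200 sequences changed by 2 on the log2 scale and 41.5% of 200 sequences changed by 1.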

Transcriptomic disruptions in the bovine jejunum induced by *C. oncophora *between a primary infection and a drug-attenuated reinfection were compared using a bovine high-density microarray consisting of 86 191 unique 60mer oligonucleotides. Based on both significance derived from an unpaired *t*-test (*P *≤ 0.05) and fold change, a total of 308 unique sequences were impacted during infection. 

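In primary infection, LGALS15 (BOVINE0001S00008522), which encodes a secreted galectin, was 3.76 higher on the log2 scale than in naïve control calves (standard error 1.04, 4 calves per group), and it was 2.82 higher in reinfection. NXPH2, a neurexophilin, had a log2 difference of -1.64 (standard error 0.28), and RARRES1, a gene induced by retinoic acid, one of -1.14 (standard error 0.27). In reinfection, the retinal lipid transporter gene ABCA4 had a log2 difference of -2.49 from drug-treated control calves (standard error 0.81), and a sequence of the prolactin gene PRL (BOVINE0001S00014868) one of -2.44 (standard error 0.75), while 5 further sequences of PRL went both ways, from -1.66 to 0.7. LGALS15, NXPH2, RARRES1, ABCA4 and the first PRL sequence were chosen from sequences at which every infected calf lay beyond every control calf. None passed the adjusted test of limma (adjusted p = 0.9 in primary infection and 0.45 in reinfection). ABCA4 and PRL were measured at low signal in reinfected calves, at 3.27 and 4.36 in 2 calves for ABCA4, whose difference was -1.11 without these 2, and from 5.22 to 6.56 for PRL. At the study's threshold, 161 sequences were higher and 135 were lower in primary infection, and 490 were higher and 931 were lower in reinfection. Together 1686 sequences passed in either infection and 31 in both, of which 26 differed in the same direction. If the 2 infections were independent, 9.3 would pass in both. By the adjusted test of limma, 0 sequences passed in primary infection and 1, which has no name, in reinfection. An unadjusted p under 0.05 was found for 2224 and 4280 sequences, where chance gives 2263. The unpaired test that the methods name gave 141 sequences at the study's threshold in primary infection and 1131 in reinfection, and 0 in both after adjustment. Without reinfection replicates C and D, the 2 dimmest arrays, 430 sequences were higher and 557 lower in reinfection, a setting chosen after the data had been seen. Reinfection gave 252 higher and 1195 lower with median centring, and 34 and 242 without background correction. In primary infection more sequences were lower than higher without primary infection replicate A (303 higher, 352 lower) or D (95, 101), without naïve control replicate C (189, 238) or D (181, 191), with median centring (47.7% higher) and above the median brightness (47, 65), and without primary infection replicate B there were 82 and 80.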

The alteration in the bovine transcriptome by the parasite infection appeared to be minimal; and only a small fraction of the transcriptome (< 1%) was affected. 

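Genes that serve every cell lay close to their control levels in both infections. Of 13 measured housekeeping genes, the mean log2 difference was 0.05 in primary infection (7 higher, 6 lower) and 0.03 in reinfection (8 higher, 5 lower). The list was not called in either infection (adjusted p from camera 0.63 and 0.7). It was called higher in reinfection when the arrays were only centred on their medians (adjusted p = 0.034). RPS29, the ribosomal protein gene that served as the control for RT-PCR, had a log2 difference of -0.04 in primary infection and 0.1 in reinfection (standard error 0.2, 4 calves per group), and of 0.2 and 0.08 at its other sequence. The sign of the former turned under some settings in each infection, at most to 0.1 in primary infection (without naïve control replicate C) and to -0.75 in reinfection (from the value table of the series). At the study's threshold, 0.654% of the sequences passed in primary infection, 3.14% in reinfection and 3.73% in either. The 1686 sequences in either infection became 422 without background correction and 239 when only sequences above the median brightness were tested. Sequences below the median brightness made up 95.3% of those higher and 88.9% of those lower in reinfection, and 70.8% and 53.3% in primary infection. Infected and control calves did not overlap for 2.34% of the sequences in primary infection and for 6.23% in reinfection, where chance gives 2.86%. Across all sequences, which are not independent replicates, the log2 differences of the 2 infections had a Pearson's r of 0.091 and a Spearman's rho of 0.178.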

Among the 308 sequences induced, eighty unique genes that were significantly up-regulated can be identified with annotation (Table 1).

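Among the genes of that table, GIF (BOVINE0001S00021203), the gastric intrinsic factor that binds vitamin B12, was 1.99 higher on the log2 scale in reinfection than in drug-treated control calves (standard error 0.58, n = 4 per group). TINAG, a basement membrane protein, was 1.76 higher (standard error 0.55), RGS13, a regulator of G-protein signalling, 1.53 higher (standard error 0.46), and CYR61, a matrix protein that binds integrins, 1.21 higher (standard error 0.28). In primary infection the same 4 genes had log2 differences of 0.09, 0.55, -0.05 and -0.27. These 4 sequences were chosen from those with no overlap between the groups, so every reinfected calf was above every drug-treated control calf by selection. The result of the exact two-sided permutation test (p = 0.029, the smallest that 4 calves against 4 allow) was fixed by this choice and adds nothing. None passed limma's adjusted test (adjusted p = 0.45). At the other sequence of RGS13 (BOVINE0001S00036396) the difference in reinfection was 0.91 (standard error 0.5) and the calves overlapped. The mean log2 level of GIF in drug-treated control calves was 5.53 ± 0.22 (SD), that of TINAG 5.5 ± 0.32 and that of RGS13 5.51 ± 0.6, so these 3 genes were measured at low signal. Of all named sequences, 39 were higher at the study's threshold in reinfection.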

Approximately forty genes were significantly up-regulated during the primary infection only (Table 1). These genes include basic leucine zipper and W2 domains 1 and 2 (BZW1 and BZW2), dendrin (DDN), glucosaminyl (N-acetyl) transferase 3, mucin type (GCNT3), hepatocyte growth factor (HGF), major histocompatibility complex, class I, A (HLA-A), toll-like receptor adaptor molecule 2 (TICAM2), and UL16 binding protein 3 (ULBP3). On the other hand, at least 44 genes, such as calbindin 1 (CALB1), collagen, type XVII, alpha 1(COL17A1), interferon, alpha-inducible protein 6 (IFI6), interleukin 1 receptor, type II (IL1R2), nitric oxide synthase 2, inducible (NOS2), and secreted phosphoprotein 1 (SPP1, osteopontin), were significantly induced only during reinfection. 

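PRSS2 (BOVINE0001S00001986), a trypsinogen made by the exocrine pancreas, had the largest difference of the named genes in primary infection. Its log2 level was 13.35 ± 0.29 (SD, n = 4) in primary infection calves and 8.2 ± 1.65 in naïve control calves, a difference of 5.16 (standard error 1.54). In reinfection its difference was 0.19, and the calves lay at 2 levels: replicates A and C at 13.38 and 13.51, B and D at 6.84 and 6.36, and drug-treated control replicate A at 13.32. At the other sequence of PRSS2 the differences were 2.46 and 0.36 (standard error 0.73). P2RX1, an ion channel opened by ATP, was 1.4 higher in primary infection (standard error 0.43) and had a difference of 0.16 in reinfection. GSTM4, a glutathione transferase, was 1.69 higher in primary infection (standard error 0.5) and 0.84 higher in reinfection. All 3 genes were chosen from sequences at which every primary infection calf was above every naïve control calf, and none passed limma's adjusted test. For the difference between the 2 infections' effects, limma gave -4.97 for PRSS2 (standard error 2.17), -1.25 for P2RX1 (standard error 0.61) and -0.85 for GSTM4 (standard error 0.71), none past the adjusted test. Of all named sequences, 31 were higher at the study's threshold in primary infection. Over all sequences, limma's adjusted test of that difference was passed by 0, where 1574 had an unadjusted p under 0.05 and 944 passed the study's threshold, 450 with the higher value in reinfection and 494 with the higher value in primary infection.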

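GCNT3 (BOVINE0001S00023996), an enzyme that branches the O-glycans of mucins, had a log2 level of 13.86 ± 0.93 (SD, n = 4) in primary infection calves and 11.36 ± 0.83 in naïve control calves. The difference was 2.5 (standard error 0.68) in primary infection and -0.12 in reinfection, and at a further sequence of GCNT3 it was 2.54 and 0.09. HGF, a growth factor of epithelium, was 1.09 higher in primary infection (standard error 0.35) and 0.61 higher in reinfection. BZW2 had log2 differences of 1.61 (standard error 0.74) and -0.48, and BZW1 of 0.65 (standard error 0.22) and 0.55. TICAM2, an adaptor of toll-like receptor signalling, had differences of 1.27 (standard error 0.8) and -0.21, and DDN of 1.02 (standard error 0.62) and 0.53. ULBP3, a ligand of the natural killer cell receptor NKG2D, had differences of 0.62 (standard error 0.71) and -1.45, the former -0.03 without primary infection replicate D. Every primary infection calf was above every naïve control calf for GCNT3, BZW2, TICAM2 and DDN (exact two-sided permutation test, p = 0.029). This p restates the separation, and the study chose the genes on these calves, so it is not independent evidence. None of these 7 genes passed limma's adjusted test in primary infection (adjusted p = 0.9 to 0.91). The difference between the effects of the 2 infections was -2.62 for GCNT3 (standard error 0.96), -2.09 for BZW2, -2.07 for ULBP3, -1.49 for TICAM2, -0.5 for DDN, -0.48 for HGF and -0.1 for BZW1, and none of these passed (adjusted p = 0.98 for GCNT3). Drug-treated control replicate C had a GCNT3 level of 14.68, and without this calf the difference of GCNT3 in reinfection was 0.73. Without reinfection replicates C and D, a setting chosen after the data had been seen, the reinfection values of BZW2 and TICAM2 were 1.11 and 1.18. Without replicate C alone they were 0.29 and 0.5, so the differences between the infections for BZW2 and TICAM2 rest on few calves. Without drug-treated control replicate C the reinfection value of DDN was -0.04, further from its primary infection value.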

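SPP1 (BOVINE0001S00002469), the secreted phosphoprotein osteopontin, was 2.34 higher on the log2 scale in reinfection than in drug-treated control calves (standard error 0.72, 4 calves per group) and had a difference of -0.7 in primary infection. IFI6, a gene induced by type I interferon, was 1.55 higher in reinfection (standard error 0.65) and had a difference of -1.67 in primary infection. Further sequences of IFI6 had differences of 1.45 and 1.52 in reinfection and -1.25 and -1.42 in primary infection. IL1R2, a decoy receptor of interleukin 1, was 1.14 higher in reinfection (standard error 0.32) and 0.24 higher in primary infection. NOS2, the inducible enzyme that makes nitric oxide, was 1.11 higher in reinfection (standard error 0.34) and had a difference of -0.4 in primary infection. COL17A1, a collagen of hemidesmosomes, had differences of 0.89 (standard error 0.43) and -0.85, and CALB1, a calcium-binding protein that vitamin D induces, of 0.83 (standard error 0.38) and 0.59. For each of these genes except IFI6, every reinfected calf was above every drug-treated control calf at the sequence given, while at a second sequence of SPP1 and of NOS2 they overlapped. None of the 6 passed limma's adjusted test in reinfection (adjusted p = 0.45 to 0.54). The effects of the 2 infections differed by 3.22 for IFI6 (standard error 0.92), 3.03 for SPP1 (standard error 1.02), 1.73 for COL17A1 (standard error 0.61), 1.51 for NOS2 (standard error 0.48), 0.9 for IL1R2 (standard error 0.45) and 0.24 for CALB1 (standard error 0.53). None of these differences passed limma's adjusted test. The primary infection difference of IFI6 was -0.22 in one series of label numbers and -3.11 in the other. Without naïve control replicate B that of SPP1 was 0.04, that of COL17A1 -0.33, that of NOS2 -0.14 and that of CALB1 0.18.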

Several genes, such as cadherin-like molecule 26 (CDH26), nebulin (NEB), deiodinase, iodothyronine, type II (DIO2), and solute carrier family 38, member 1 (SLC38A1), were significantly up-regulated during both the primary infection and reinfection. 

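CDH26 (BOVINE0001S00039707), a cadherin of epithelial cells, had a log2 level of 12.89 ± 1.25 (SD, n = 4) in primary infection calves and 8.11 ± 0.5 in naïve control calves, a 27.5-fold difference. In reinfection its level was 12.36 ± 2.84, against 8.75 ± 0.51 in drug-treated control calves, a 12.3-fold difference. These are log2 differences of 4.78 and 3.62 (standard error 1.01), and at a further sequence of CDH26 they were 4.3 and 3.48. Of the 4 reinfected calves, A, C and D lay between 12.88 and 14.98, and replicate B lay at 8.32, within the range of the drug-treated control calves (8.21 to 9.19). DIO2, the deiodinase that activates thyroid hormone, was 2.04 higher in primary infection and 1.55 higher in reinfection at sequence BOVINE0001S00046489 (standard error 0.54), and 1.87 and 1.45 higher at its other sequence. SLC38A1, a glutamine transporter, was 1.25 and 0.79 higher (standard error 0.37), and 1.11 and 0.53 higher at its other sequence. NEB, the giant protein of muscle thin filaments, was 0.72 and 0.89 higher at sequence BOVINE0001S00031064 (standard error 0.29), and 1.19 and 0.81 higher at its other sequence. No sequence of these genes passed limma's adjusted test (adjusted p = 0.9 in primary infection and 0.45 to 0.65 in reinfection). Every primary infection calf was above every naïve control calf for CDH26, NEB and sequence BOVINE0001S00046489 of DIO2 (exact two-sided permutation test, p = 0.029). As the study chose these genes on the same calves, this p is not independent evidence. In reinfection the calves of CDH26 overlapped (p = 0.11, exact). Without reinfection replicate B, CDH26 passed limma's adjusted test in both infections, with a log2 difference of 4.78 in primary infection (adjusted p = 0.026) and 4.96 in reinfection (adjusted p = 0.021). As replicate B is the calf at the control level, leaving it out had to raise the reinfection difference and narrow the spread. The primary infection difference did not change. It passed only through the estimate of the spread that the 4 groups share. In the 2 series of label numbers, the reinfection difference of CDH26 was 2.46 and 4.77.

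**Figure D1:**
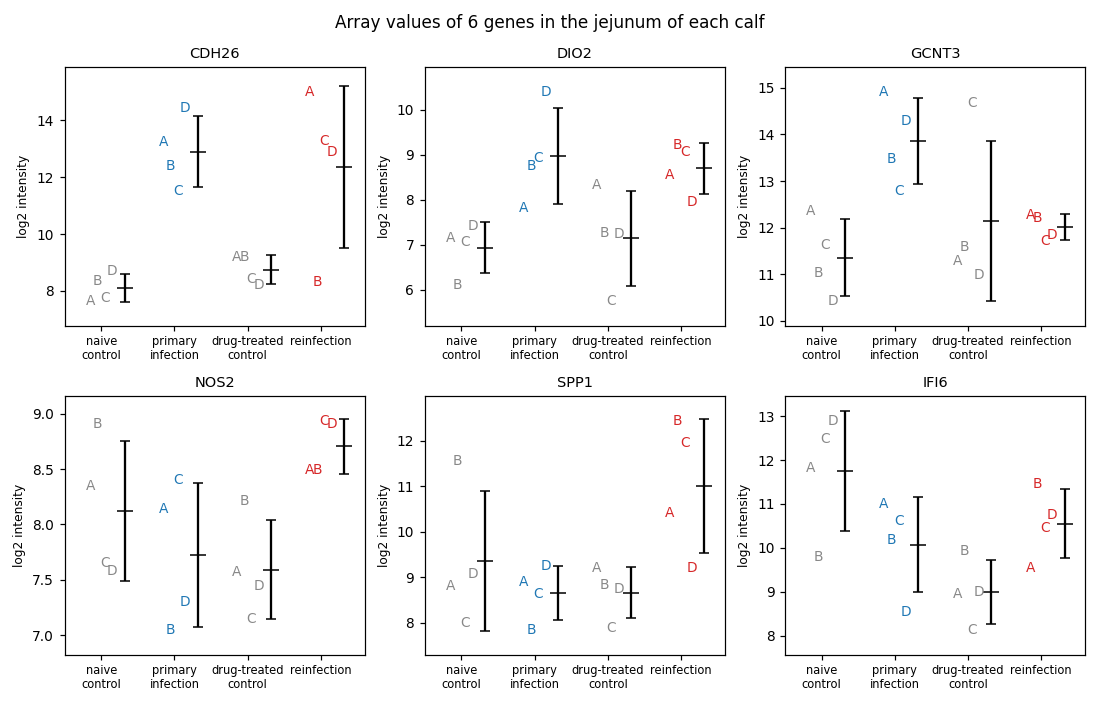
Log2 intensity of CDH26, DIO2, GCNT3, NOS2, SPP1 and IFI6 in each calf (letters A to D), by group, with the mean and SD of each group of 4 calves as a black bar. CDH26 of reinfection replicate B lies at 8.32, and the 3 other reinfected calves lie at 12.88 or above.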

Genes significantly repressed during infection, such as adrenergic, alpha-1B-, receptor (ADRA1B), cytochrome P450, family 4, subfamily A, polypeptide 11 (CYP4A11), and hypoxia inducible factor 3, alpha subunit (HIF3A), were listed in Additional file 1.

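HIF3A (BOVINE0001S00021333), a transcription factor of the response to hypoxia, had a log2 level of 9.84 ± 0.5 (SD, n = 4) in primary infection calves and 11.46 ± 0.71 in naïve control calves. The difference was -1.62 (standard error 0.42), and at a further sequence of the gene it was -1.48 (standard error 0.4). In reinfection the same sequences had differences of -0.4 and -0.41. At the remaining 2 sequences of HIF3A the differences were -0.83 and -0.28 in primary infection and 0.19 and -0.17 in reinfection. ADRA1B, an adrenergic receptor, had log2 differences of -1.13 in primary infection and -1.19 in reinfection (standard error 0.49). CYP4A11, an enzyme that hydroxylates fatty acids, had differences of -0.77 and -1.21 (standard error 0.45). Every infected calf was below every control calf for the first 2 sequences of HIF3A in primary infection and for CYP4A11 in reinfection (exact two-sided permutation test, p = 0.029). These sequences are in the study's list, chosen on the same calves, so this p is not independent evidence. The calves of ADRA1B overlapped in both infections, and 1 calf in each of 2 groups lay apart from the others, naïve control replicate B at 10.72 and reinfection replicate C at 9.1. None of these sequences passed limma's adjusted test, with adjusted p = 0.9 in primary infection and 0.46 for CYP4A11 in reinfection.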

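The genes of the type I interferon response, which block the spread of viruses, differed in opposite directions in the 2 infections. In primary infection 23 of the 25 measured genes were lower than in naïve control calves, with a mean log2 difference of -0.46, and in reinfection 24 of 25 were higher than in drug-treated control calves, with a mean of 0.58. The list was called in both by camera (adjusted p = 0.00037 and 0.00015), with adjusted p = 0.67 and 0.83 with an estimated correlation. RSAD2 was 1.43 higher in reinfection (standard error 0.56), HERC6 1.42 higher (standard error 0.5) and MX1 0.84 higher (standard error 0.33). In primary infection XAF1 had a difference of -0.71 (standard error 0.28) and HERC5 of -0.53 (standard error 0.23). At the sequences in the study's list, MX1 was 1.65 higher in reinfection and XAF1 had a difference of -0.34 in primary infection. Relative to each gene's mean over all arrays, the list mean was 0.48 ± 0.68 (SD) in naïve control, 0.02 ± 0.61 in primary infection, -0.54 ± 0.28 in drug-treated control and 0.04 ± 0.43 in reinfection calves. The difference between the effects of the 2 infections was 1.04 on average (adjusted p = 1.8e-11 from camera, adjusted p = 0.76 with an estimated correlation). Genes of the cell cycle were higher in both infections, 21 of 21 in primary infection (mean 0.36) and 20 of 21 in reinfection (mean 0.33). This list was also called in both (adjusted p = 3.3e-05 and 0.00036), with adjusted p = 0.61 and 0.83 with an estimated correlation. The exact two-sided permutation test of the cell cycle list means gave p = 0.057 in primary infection and 0.29 in reinfection. For the interferon list means the exact two-sided permutation test gave p = 0.37 in primary infection and 0.086 in reinfection. Cyclin B2 (CCNB2) was 0.82 and 0.65 higher (standard error 0.32), the kinase CDK1 0.54 and 0.55 higher (standard error 0.3) and survivin (BIRC5) 0.62 and 0.58 higher (standard error 0.29). No single member of either list passed, adjusted over the list alone or over all sequences. An unadjusted p under 0.05 was found for 2 interferon and 2 cell cycle genes in primary infection and for 4 and 0 in reinfection. Of the 35 lists, camera called 11 in primary infection, 5 higher and 6 lower, and 3 in reinfection, 2 higher and 1 lower. fry and camera with an estimated correlation called 0. Of the interferon genes, 7 are in the study's own list, so their direction is not independent evidence. In the 2 series of label numbers, the interferon mean was 0.12 and -1.05 in primary infection and 0.52 and 0.64 in reinfection. The interferon call in primary infection was lost without naïve control replicate C (adjusted p = 0.1) or primary infection replicate D (0.18). The cell cycle call in reinfection was lost without drug-treated control replicate C (0.062) or reinfection replicate B (0.11).

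**Figure D2:**
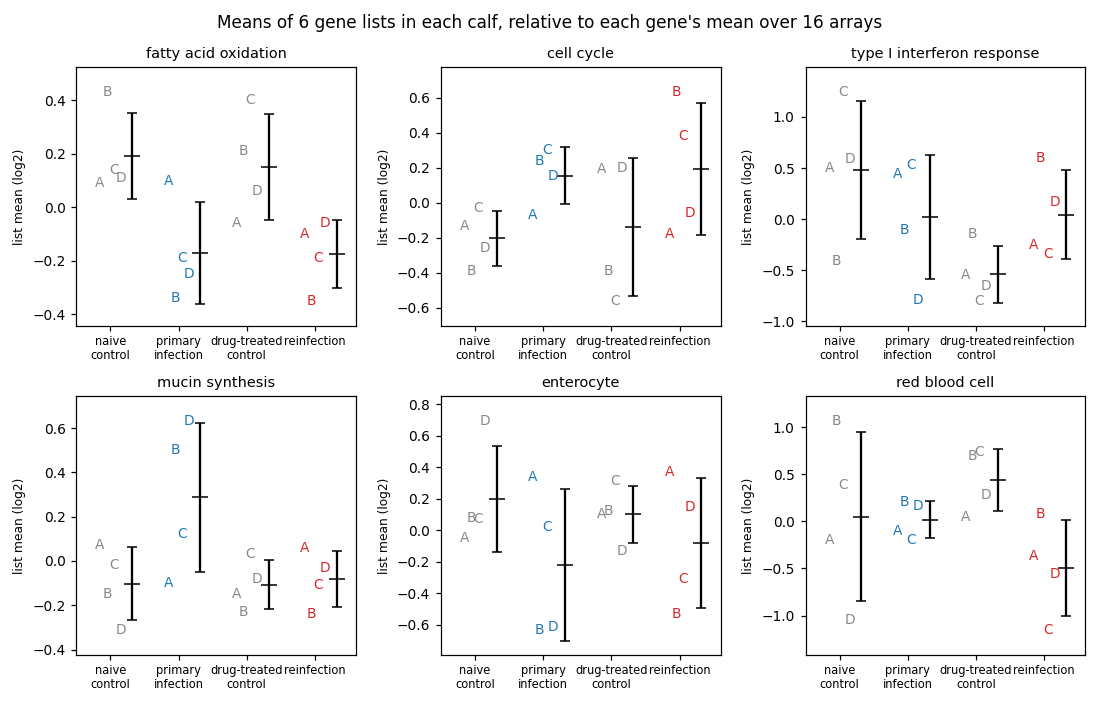
Mean log2 intensity of the genes of 6 lists in each calf (letters A to D), relative to each gene's mean over the 16 arrays, by group, with the mean and SD of each group of 4 calves as a black bar. The interferon means are 0.48 in naïve control calves and -0.54 in drug-treated control calves.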

Twenty three pathways were significantly impacted (*P *< 0.05) during infection (Additional file 2). 

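Genes that break down fatty acids in mitochondria and peroxisomes were lower in primary infection than in naïve control calves, at 24 of 28 measured genes, and so were markers of enterocytes, at 15 of 17 (mean -0.42). The mean log2 difference of the fatty acid genes was -0.36, and -0.37 and -0.34 in the 2 series of label numbers. In primary infection calves A to D the list mean was 0.1, -0.34, -0.19 and -0.25 and that of the enterocyte markers 0.34, -0.63, 0.02 and -0.61, so a lower share of enterocytes was not separated from lower expression in each cell. SLC27A6 (BOVINE0001S00041150), a fatty acid transport protein, had a difference of -1.2 (standard error 0.26, 4 calves per group) and PDK4, a kinase that shuts off pyruvate dehydrogenase, of -1.1 (standard error 0.37). EHHADH, an enzyme of peroxisomal oxidation, had a difference of -1.03 (standard error 0.36) and the acyl-CoA oxidase ACOX2 of -1.01 (standard error 0.38). The list was called by camera (adjusted p = 0.00012, adjusted p = 0.38 with an estimated correlation). Of its members, 0 passed over all sequences and 1, SLC27A6, was lower when adjusted over the list alone. An unadjusted p under 0.05 was found for 4, all lower. As 8 of the 28 genes are in the study's own list, the direction is not independent evidence. Without these 8, which stayed among the genes it was compared with, the list was still called (adjusted p = 0.011). Genes of lysine and butanoate metabolism went both ways, with 11 of 19 higher and 8 lower and adjusted p = 0.9. Their mean difference was -0.07 and their median 0.06. Among them, the GABA transaminase ABAT had a difference of -0.66 (standard error 0.26) at one sequence and 0.74 at another (BOVINE0001S00039453), and OXCT1, which uses ketone bodies, of 0.44 (standard error 0.19).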

Eight pathways in which their genes were down-regulated during primary infection included fatty acid metabolism, lysine degradation, fatty acid elongation in mitochondria, and LPS/IL-1 mediated inhibition of RXR function. During reinfection, three pathways whose genes were down-regulated, such as calcium signaling and fatty acid metabolism, were significantly impacted. 

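Genes of striated muscle and calcium signalling were lower in reinfection than in drug-treated control calves at 15 of 22 measured genes, with a mean log2 difference of -0.43, and did not pass the list test (adjusted p = 0.13 from camera). TNNT3, a troponin of fast muscle, had a difference of -1.99 (standard error 0.68, 4 calves per group), and from -1.07 to 0.02 at 5 further sequences. CAMK2A, a calmodulin-dependent kinase, had differences of -1.36 (standard error 0.36) and, at its other sequence, -0.29. The calcium pumps ATP2B2 and ATP2A1 had differences of -1.35 (standard error 0.47) and -0.96 (standard error 0.35). CAMK2A was lower when adjusted over the list alone, 6 members were lower at an unadjusted p under 0.05, and 0 passed over all sequences. In each reinfected calf the mean of this list was below that of every drug-treated control calf, -0.29 ± 0.07 (SD, n = 4) against 0.13 ± 0.25 (exact two-sided permutation test, p = 0.029). The same held for a control list of genes of other organs that the study does not name, at -0.2 ± 0.11 against 0.14 ± 0.17 (exact p = 0.029), so the lower mean is not particular to muscle and calcium genes. Genes of fatty acid oxidation were lower at 20 of 28, with a mean of -0.32, and did not pass (adjusted p = 0.18). Of these, the enoyl-CoA hydratase gene ECHS1 had a difference of -2.62 (standard error 0.89), CYP4A22 of -1.45 (standard error 0.51) and PPARGC1A, a coactivator of mitochondrial genes, of -0.51 (standard error 0.2). ECHS1 was measured at low signal, from 4.69 to 6.46 in reinfected calves, and ranged from 4.09 to 9.69 in naïve control calves. Among the fatty acid oxidation genes, an unadjusted p under 0.05 was found for 6, all lower. The muscle and calcium list was called lower with median centring (adjusted p = 0.00073), among the sequences above the median brightness (0.021) and with the mean over a gene's sequences (0.044), and the control list with median centring too (0.0029). Both lists were called lower when every unnamed sequence served as background (0.0093 for muscle and calcium, 0.014 for fatty acid oxidation, and 0.027 for the control list), and fatty acid oxidation also without reinfection replicates C and D (0.047), which are settings chosen after the data had been seen. Of the members, 5 and 8 are in the study's own list.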

Fatty acid metabolism was seemingly the only pathway suppressed during both primary infection and reinfection. 

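The mean level of the fatty acid oxidation genes was lower in each infected group than in its control. Relative to each gene's mean over all arrays, it was 0.19 ± 0.16 (SD, n = 4) in naïve control calves and -0.17 ± 0.19 in primary infection calves. It was 0.15 ± 0.2 in drug-treated control calves and -0.17 ± 0.13 in reinfection calves. In both infections the exact two-sided permutation test of these means gave p = 0.057. The log2 difference of PDK4 in reinfection was -0.16 (standard error 0.37), and the differences of SLC27A6 were -0.5 and -0.49 at its 2 sequences (standard error 0.26). The effects of the 2 infections on the list differed by 0.04 on average, which was not called by camera (adjusted p = 0.26). Genes of lysine and butanoate metabolism had a mean difference of -0.27 in reinfection, with 12 of 19 lower, and were not called (adjusted p = 0.74). ACSM1, a ligase of medium-chain fatty acids, had a difference of -1.79 (standard error 0.9; -0.8 without reinfection replicate C), and of -0.59 and -0.63 at further sequences, and AASS, the first enzyme of lysine breakdown, of 0.74 (standard error 0.31). No list was called lower in both infections.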

Twelve pathways were significantly stimulated during infections as evidenced by up-regulation of the genes involved in these pathways. 

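Genes of glutathione metabolism and oxidant defence were higher in primary infection than in naïve control calves at 18 of 22 measured genes, with a mean log2 difference of 0.26. The glutathione transferase GSTM1 was 0.9 higher (standard error 0.3, 4 calves per group) and PGD, an enzyme of the pentose phosphate pathway, 0.65 higher (standard error 0.26), while the heme oxygenase HMOX1 had a difference of -0.53 (standard error 0.22). The list was called by camera (adjusted p = 0.009, adjusted p = 0.61 with an estimated correlation). In reinfection its mean was 0.08 and it was not called (adjusted p = 0.59). Genes of mucin synthesis and goblet cell secretion were higher at 15 of 19 in primary infection, with a mean of 0.39 and a median of 0.16 (adjusted p = 0.01, adjusted p = 0.38 with an estimated correlation). Their members include the trefoil peptide TFF1, 1.65 higher (standard error 0.71) but 0.84 without naïve control replicate D, and SPDEF, a transcription factor of goblet cells, 0.57 higher (standard error 0.25). GCNT3 was higher when adjusted over the list alone. Goblet cell markers, most of which are also in the mucin list, were higher at 6 of 6 (mean 0.32). They were highest in the same calves, primary infection B and D (0.55 and 0.85, against 0.5 and 0.63 for the mucin list). With shared members this is not a separate result. In reinfection 7 mucin genes were higher and 12 lower, with a mean of 0.03 (adjusted p = 0.75). Of the genes of the type 1 cytokine response, 13 of 14 were lower in primary infection, with a mean of -0.41 (adjusted p = 0.009, adjusted p = 0.61 with an estimated correlation). In primary infection calves A to D their mean was 0.09, -1.05, 0.2 and -0.53, and that of T and NK cell markers 0.17, -1.33, 0.5 and -0.47, so fewer of these cells were not separated from lower expression in each. Macrophage and dendritic cell markers were lower at 13 of 15. In reinfection the type 1 cytokine list had 7 genes higher and 7 lower (adjusted p = 0.99), among them the interleukin 12 receptor IL12RB2, 0.71 higher (standard error 0.27), and IL12A, with a difference of -1.07 (standard error 0.39). Genes of the type 2 cytokine response had mean differences of -0.04 and 0.1 and were not called (adjusted p = 0.9 and 0.59). In the glutathione and mucin lists 3 genes each are in the study's own list, which is not independent evidence, and both calls were lost without them (adjusted p = 0.071 and 0.05). In primary infection the exact two-sided permutation test of list means gave p = 0.14 for glutathione and 0.11 for mucin genes. For type 1 cytokine genes the exact two-sided permutation test gave p = 0.34. Without naïve control replicate B the adjusted p was 0.19 for glutathione, 0.097 for mucin and 0.072 for type 1 cytokine genes. Without naïve control replicate C it was 0.071 for mucin and 0.088 for type 1 cytokine genes, and without primary infection replicate B 0.23 for the latter. Among the sequences above the median brightness it was 0.11 for glutathione and 0.052 for type 1 cytokine genes.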

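Of the target genes and partners of the vitamin D receptor (VDR), 18 of 31 measured genes were higher and 13 lower in reinfection, with a mean log2 difference of 0.1, and 12 were higher and 19 lower in primary infection, with a mean of 0.04 and a median of -0.04. In reinfection SPP1 was 2.34 higher (standard error 0.72), CALB1 0.83 higher (standard error 0.38), CEBPB 0.82 higher and SEMA3B 0.74 higher (the last 2 named after their values were seen), while IGFBP1, a carrier of insulin-like growth factors, had a difference of -1.0 (standard error 0.21, 4 calves per group), HOXA10 of -1.57 (standard error 0.59) and IGFBP3 of -0.48 (standard error 0.17). In primary infection CDKN1A, an inhibitor of the cell cycle, was 0.75 higher (standard error 0.26). An unadjusted p under 0.05 was found for 4 higher and 3 lower genes in reinfection and for 2 higher and 2 lower in primary infection. When adjusted over the list alone, 1 gene passed, IGFBP1, which was lower in reinfection. The list was not called in reinfection (adjusted p = 0.59 from camera) or in primary infection (0.99), and the effects of the 2 infections on it differed by 0.05 on average (adjusted p = 0.62). No sequence was named VDR, so the receptor itself was not analysed here. Among the targets and partners of the liver X receptor (LXR), 26 genes were measured. In primary infection the fatty acid desaturase SCD was 1.04 higher (standard error 0.3), the cholesterol exporter ABCG1 0.79 higher (standard error 0.22) and the acetyl-CoA carboxylase ACACA 0.61 higher (standard error 0.22). In reinfection CYP7A1, the enzyme that starts bile acid synthesis, had a difference of -1.13 (standard error 0.45) and APOE of -0.42 (standard error 0.2). CYP7A1 was measured at low signal, from 4.69 to 6.11 in reinfected calves. The LXR list had a mean of 0.08 and a median of -0.05 in primary infection (adjusted p = 0.63) and a mean of 0.14 in reinfection (adjusted p = 0.32), and was not called. Its members with an unadjusted p under 0.05 were 6 higher and 1 lower in primary infection and 2 higher and 2 lower in reinfection, and 0 passed when adjusted over the list alone. The VDR and LXR lists hold 6 and 4 genes of the study's own list.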

LXR/RXR activation was the only pathway stimulated during both primary infection and reinfection while the VDR/RXR activation pathway was stimulated only during reinfection (Figure 1). Notably, NOS2 was involved in 5 out the 8 pathways impacted during reinfection. 

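Of the genes that make nitric oxide and use its precursor arginine, 12 were measured. In reinfection NOS2 was higher and SLC7A1, a transporter of arginine, lower when adjusted over the list alone. SLC7A1 had a log2 difference of -0.75 (standard error 0.23, 4 calves per group). PRMT1, a methyltransferase of arginine, had a difference of 0.49 (standard error 0.23). In primary infection the enzymes that rebuild arginine, ASS1 and ASL, had differences of -0.72 (standard error 0.28) and -0.49 (standard error 0.24), and of -0.24 and -0.28 at their other sequences (BOVINE0001S00012456 and BOVINE0001S00002965). The list had 7 genes higher and 5 lower in reinfection (mean 0.09) and 4 higher and 8 lower in primary infection (mean -0.14), and was called in neither (adjusted p = 0.69 and 0.49 from camera). The effects of the 2 infections on it differed by 0.23 on average (adjusted p = 0.26). Over all sequences, 0 of its members passed limma's adjusted test in either infection. From the involvement of the VDR/RXR activation pathway in reinfection alone, the paper proposes that this pathway may have had an important role in acquired resistance.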

The eicosanoid pathway, which is significantly impacted only at 28 dpi during *C. oncophora *primary infection in cattle [7], was not seemingly involved in the development of acquired resistance.

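Of the enzymes and receptors of the eicosanoid pathway, 12 of 18 measured genes were higher and 6 lower in primary infection, with a mean log2 difference of 0.18, and 10 were higher and 8 lower in reinfection, with a mean of 0.1. TBXAS1, which makes thromboxane, was 0.61 higher in primary infection and 0.58 higher in reinfection (standard error 0.22, 4 calves per group), and PTGS2 was 0.45 and 0.63 higher (standard error 0.3), the former 0.09 without primary infection replicate D. In primary infection the prostaglandin receptor PTGFR was 0.91 higher (standard error 0.44) and PTGS1 0.43 higher (standard error 0.23), and 0.99 higher at the sequence of PTGS1 in the study's list (BOVINE0001S00045490). In reinfection the prostaglandin synthase PTGES3 had a difference of -0.6 (standard error 0.27). The leukotriene genes ALOX5AP and LTA4H had differences of -0.23 and -0.06 in primary infection and 0.47 and -0.29 in reinfection, and at the other sequence of ALOX5AP they were 0.29 and 0.67. In primary infection LTA4H turned sign with median centring (0.08) and in the value table of the series (0.02). The list was not called in primary infection (adjusted p = 0.12 from camera) or in reinfection (0.59), and the effects of the 2 infections on it differed by -0.08 on average (adjusted p = 0.81). When adjusted over the list alone, 1 gene passed, ALOX15, which was higher in reinfection, and 0 passed over all sequences. An unadjusted p under 0.05 was found for 1 gene in primary infection, which was higher, and for 2 higher and 1 lower in reinfection. Without primary infection replicate B the list was called higher in primary infection (adjusted p = 0.031).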

**Figure 1:**
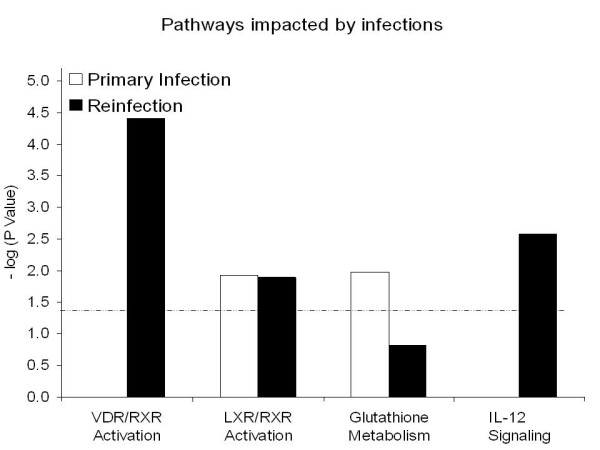
**Selected pathways significantly impacted in the bovine small intestine during *Cooperia oncophora *infection at 14 dpi**. The dashed line represents a significance level at *P *< 0.05. *N *= 4.

### Quantitative PCR and Western blot analysis

The mRNA expression of 16 genes was analyzed using real-time RT-PCR (Additional file 3), which were selected on the basis of their presumed biological relevance. These include 10 genes in the eicosanoid pathway such as 5-lipoxygenase activating protein (ALOX5AP or FLAP), prostaglandin synthase 2 (PTGS2 or COX2), leukotriene A4 hydrolase (LTA4H), leukotriene C4 synthase (LTC4), and thromboxane A synthase (TBXAS1). 

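On the arrays, ALOX15 (BOVINE0001S00021309), a lipoxygenase of arachidonic acid, had a log2 level of 7.29 ± 0.56 (SD, n = 4) in reinfected calves and 6.07 ± 0.21 in drug-treated control calves. The difference was 1.21 (standard error 0.33), and in the 2 series of label numbers it was 0.95 and 1.48. Every reinfected calf was above every drug-treated control calf (exact two-sided permutation test, p = 0.029), and the gene did not pass limma's adjusted test (adjusted p = 0.45). The exact p is not independent evidence, since ALOX15 is in the study's list, chosen on these calves. In primary infection the difference was 0.44, with 1 calf, replicate B, at 6.09 and the others between 7.19 and 7.39. The level of PTGS2 (COX2) was 10.2 ± 0.26 in reinfected and 9.57 ± 0.2 in drug-treated control calves (adjusted p = 0.53 from limma). ALOX5, which starts leukotriene synthesis, had differences of 0.35 in primary infection and 0.39 in reinfection (standard error 0.29), and of 0.3 and 0.61 at its other sequence. PTGES, a prostaglandin E synthase, had differences of 0.37 and 0.49 (standard error 0.38), the latter 0.12 without reinfection replicate C. The phospholipase PLA2G4A had differences of 0.22 and -0.22 (standard error 0.16) and the leukotriene C4 synthase LTC4S of 0.32 and -0.66 (standard error 0.48), and the calves of both genes overlapped in both infections. LTC4S was at -0.08 in primary infection without naïve control replicate D and at -0.14 in reinfection without reinfection replicate C.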

While arachidonate 15-lipoxygenase (ALOX15) was slightly up-regulated during reinfection, consistent with the results obtained using the oligo microarray, other genes, including COX2 (Figure 2), remained largely unchanged. Quantitative PCR also confirmed up-regulation of NOS2 at the mRNA level during reinfection (Figure 2). This gene was significantly up-regulated at 14 dpi based on quantitative PCR analysis, which is in agreement with the microarray results. 

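On the arrays, NOS2 (BOVINE0001S00019735) had a log2 level of 8.7 ± 0.25 (SD, n = 4) in reinfected calves and 7.59 ± 0.45 in drug-treated control calves, which is a 2.16-fold difference. All 4 reinfected calves, between 8.49 and 8.93, were above the highest drug-treated control calf at 8.21 (exact two-sided permutation test, p = 0.029). This sequence is in the study's list, chosen on these calves, so the p is not independent evidence. Within the 2 series of label numbers the log2 difference was 0.6 and 1.63. In primary infection the level was 7.72 ± 0.65, against 8.12 ± 0.63 in naïve control calves, and the calves overlapped. A further sequence of NOS2 (BOVINE0001S00032259) was 0.34 higher in reinfection (standard error 0.32) and had a difference of -0.52 in primary infection, with overlap in both. Neither sequence passed limma's adjusted test in reinfection (adjusted p = 0.45 and 0.76).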

CDH26 expression was induced to a much greater extent during primary infection than during reinfection, 82 vs. 21 fold (Figure 3), compared to their respective controls. The vitamin D3 receptor (VDR) expression was slightly elevated during both primary infection and reinfection (≈ 1.7 fold) compared to its respective controls. The mRNA level of mucin 5B (MUC5b) in the small intestine was very low and unchanged during infection. However, MUC2 expression was up-regulated during primary infection but not during reinfection. Interestingly, GCNT3 mRNA followed the same pattern as MUC2, which were strongly up-regulated only during primary infection, compared to naïve controls. The relative amount of both MUC and GCNT3 mRNA molecules in the reinfected animals was indistinguishable from the drug-treated controls as well as from naïve controls (Figure 4).

**Figure 2:**
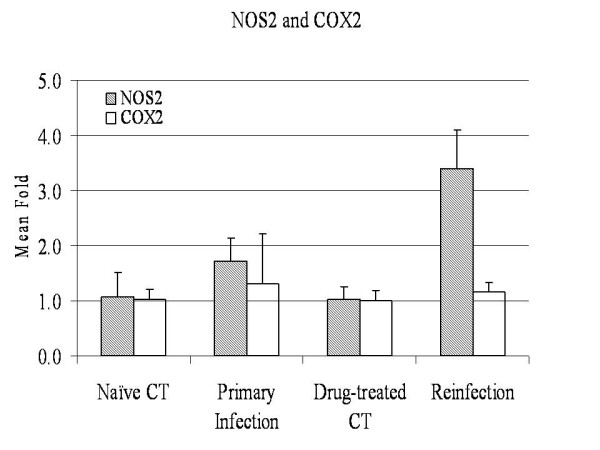
**The expression profiles of NOS2 and COX2 in the bovine small intestine during *Cooperia oncophora *infection at 14 dpi**. The expression value at the mRNA level was detected using quantitative RT-PCR. The expression value of the naïve control group was set as 1.0. The fold change (*N *= 4) were calculated using the 2^-ΔΔCT ^method and normalized against the naïve control group (mean ± SD). NOS 2 = nitric oxide synthase 2, inducible; COX2 = PTGS2 (prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase)).

**Figure 3:**
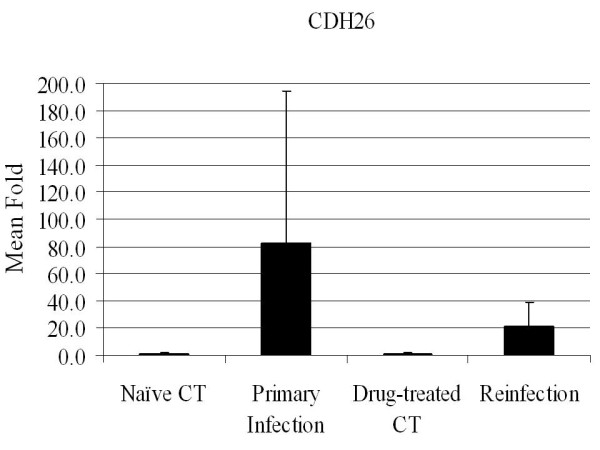
**CDH26 expression in the bovine small intestine during *Cooperia oncophora *infection**. The expression value at the mRNA level was detected using quantitative RT-PCR. The expression value of the naïve control group was set as 1.0. The fold change (*N *= 4) were calculated using the 2^-ΔΔCT ^method and normalized against the naïve control group (mean ± SD). CDH26 = cadherin 26.

**Figure 4:**
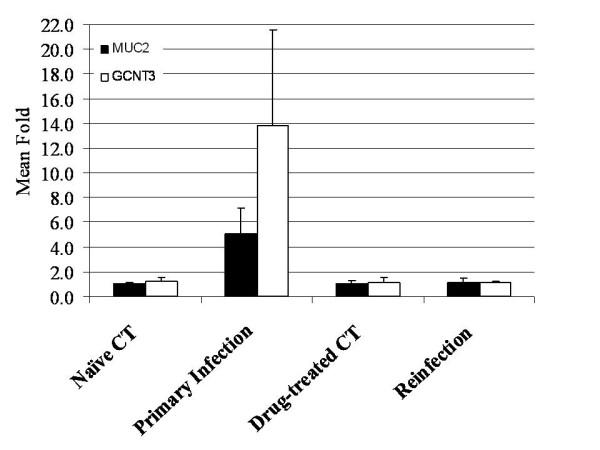
**The expression of two genes in mucin biosynthesis in the bovine small intestine during *Cooperia oncophora *infection at 14 dpi**. The expression value at the mRNA level was detected using quantitative RT-PCR. The expression value of the naïve control group was set as 1.0. The fold change (*N *= 4) were calculated using the 2^-ΔΔCT ^method and normalized against the naïve control group (mean ± SD). MUC2 = mucin 2, oligomeric mucus/gel-forming; GCNT3 = glucosaminyl (N-acetyl) transferase 3, mucin type.

Protein expression in the small intestine during infection was monitored using Western blot analysis (Figure 5). SPP1, a gene in the VDR/RXR activation pathway, was two fold higher in the reinfected animals (*N *= 4) compared to the drug-treated control (*N *= 4). This is consistent with mRNA results. 

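On the arrays, the SPP1 mRNA had a log2 level of 11.0 ± 1.46 (SD, n = 4) in reinfected calves and 8.66 ± 0.55 in drug-treated control calves at sequence BOVINE0001S00002469, which is a 5.05-fold difference. At sequence BOVINE0001S00009336 the levels were 9.84 ± 1.34 and 8.24 ± 0.43, a 3.03-fold difference. The reinfected calves lay at 10.42, 12.42, 11.94 and 9.21 at the former sequence, and the drug-treated control calves at 9.2 or below (exact two-sided permutation test, p = 0.029). At the latter sequence the calves overlapped (exact p = 0.057). Both sequences are in the study's list, chosen on these calves, so neither exact p is independent evidence. Within the 2 series of label numbers the log2 difference was 2.41 and 2.26 at the former sequence and 2.24 and 0.96 at the latter. Neither passed limma's adjusted test (adjusted p = 0.45 and 0.5).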

SPP1 was also up-regulated in the primed animals (1.8 fold) compared to naïve controls. GCNT3 protein expression was elevated 3.5 fold during primary infection; and its elevated expression was maintained during reinfection but to a lesser extent (2.4 fold) compared to drug-treated controls (Figure 5).

**Figure 5:**
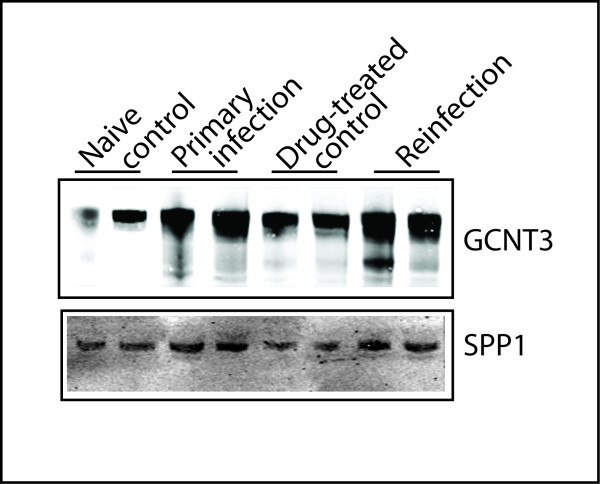
**Western blot analysis of GCNT3 and SPP1 in the small intestine tissue (jejunum) during *Cooperia oncophora *infection at 14 dpi**. The relative densities of the target bands were qualified using UN-SCAN-IT from Silk Scientific. GCNT3 = glucosaminyl (N-acetyl) transferase 3, mucin type. SPP1= secreted phosphoprotein 1 (osteopontin).

## Discussion

It has long been recognized that genetics plays an important role in the host's ability to resist gastrointestinal nematode infections in ruminants, even though the heritability of the resistance trait is relatively low to moderate in most cases. Different breeds and selection lines in ruminants differ greatly in their relative resistance [24-27]. Resistance is manifested in several distinct forms, including a reduced establishment of worms and retarded or arrested worm development as well as stunting and inhibition of egg production [28]. There have been numerous attempts to exploit the relative contribution of inherited components in susceptibility to GI nematodes in ruminants for its utilities in either applied breeding programs [29] or in understanding molecular mechanisms underlying the trait [17,27]. Acquired resistance, the ability of animals to become resistant after prior infection by pathogens, exposure to stress, or application of chemical inducers, is also well documented. In cattle, calves with previous exposure to a heavily contaminated pasture have a limited establishment of worms, compared to naïve calves that are exposed to the same pasture harboring over 380 times more worms [30]; the ability of calves to acquire resistance to *C. oncophora *appears to be independent of age. Several other studies also support the observation that priming with *C. oncophora *induces strong protective immunity, possibly due to its rapid elicitation of immunological reactions [16]. Understanding genetic and immunological mechanisms underlying the development of acquired resistance could have implications in vaccine design. While temporal responses of cytokine and biochemical pathways to *C. oncophora *infections, both natural and experimental, have been monitored recently [7,31,32], molecular mechanisms underlying the development of acquired resistance have yet to be unraveled.

In this study, twenty three pathways were significantly impacted in the bovine small intestine during *C. oncophora *infection. Among these pathways, the VDR/RXR activation pathway was strongly impacted only during reinfection, suggesting that this pathway may have played an important role in the development of acquired resistance. VDR partners with the retinoid × receptor, RXR, a member of the nuclear hormone receptor family, to form a heterodimer VDR-RXR. The heterodimer is then bound to Vitamin D3 as well as other co-activator proteins to mediate the transcriptional regulation of a number of genes. The activation plays a crucial role in the regulation and metabolism of calcium and phosphorus in the small intestine, kidney and bone as well as modulates the expression of genes in bile acid transport [33]. However, the function of VDR extends far beyond its classical boundary as a regulator of calcium homeostasis and bone metabolism. VDR is constitutively expressed in a variety of immune cells and plays an essential role in gastrointestinal inflammation and innate and adaptive immunity [34]. Mounting evidence suggests any disruption to vitamin D and/or its receptor could have serious consequences in a number of the key physiological processes, including immune function. VDR knock-out (KO) mice exhibit a pro-inflammatory bias and abolish the formation of NF-κB-VDR complex. VDR KO mice have reduced CD4/CD8α α intraepithelial lymphocyte populations in the gut and compromised T cell homing [35]. Therefore, VDR is an important contributor to host protection from bacterial infection and associated with colon tumor progress [36]. Vitamin D3 (calcitriol) treatment in humans induces a significant increase in circulating lymphocytes and the percentage of eosinophil vacuolization [37], a condition favoring a Th2 immune response, a hallmark of parasitic nematode infection. Our results show that increased expression of VDR and strong stimulation of the VDR/RXR activation pathway during *C. oncophora *reinfection may contribute to intestinal repair. Many previously published reports demonstrate that vitamin D3 induces an increased expression of tight junction proteins such as claudins as well as E-cadherin; and its receptor, VDR, and is able to enhance the intercellular junctions [38]. VDR knockdown compromises tight junction functions. VDR plays important roles in maintaining the integrity of the intestinal mucosal barrier. While further evidence is needed to establish a solid link between the VDR pathway and the development of acquired resistance to *C. oncophora *infection in cattle, our findings nevertheless provide a novel direction for future research.

Nitric oxide (NO), one of the most versatile players in the immune system, is critical in host defense because of its cytotoxic and immunoregulatory properties [39,40]. The production of NO by nitric oxide synthases (NOS) in various cell types including macrophages is mainly controlled at the transcriptional level. Inducible nitric oxide synthase (NOS2) is widely expressed in many cell types. NOS2 is readily inducible by cytokines such as TNFα, IL-1β, and IFN- and/or microbial products, resulting in sufficient and sustained production of NO. NO in turn exerts numerous effector and immunoregulatory functions including killing of infectious pathogens and modulating cytokine production and Th cell development [41]. Reactive nitrogen intermediates (NO and its derivatives) are among the key effector molecules of parasite control in the livers of *L. donovani*-infected mice [42]. The host capable of controlling the infection of this intracellular parasite develops an effective T cell- dependent immune response mediated largely by Th1 cytokines, including IL-12 and IFN-γ. On the other hand, Th2 cells play a central role in mediating the protective immunity against parasitic nematode infections by releasing an array of cytokines, such as IL-4 and IL-13. These cytokines, via their receptors such as IL-4 receptor α (IL-4Rα), activates downstream signaling pathways. However, the induction of a Th2-type immune response leading to worm expulsion is complicated. A recent study suggests that neither the expression of this receptor on CD4^+ ^T cells nor macrophages and neutrophils are required for protective immunity to *Trichinella spiralis *infection in mice [43].

*Cooperia oncophora *infection in cattle induces a Th2 immune response. However, dominant effector mechanisms controlling worm expulsion have yet to be identified. A significant increase in mucous IgA and IgG1 as well as an influx of eosinophils are evident during primary infection [7,9]. Th2 cytokines such as IL-4 and IL-13 are strongly up-regulated during a primary infection while TNFα and IFN-γ remains largely unchanged. Results from this study demonstrated that NOS2 expression was up-regulated during reinfection (Figure 2). NOS2 was implicated in 5 of the 8 pathways induced during reinfection, including IL-12 signaling, IL-17 signaling, IL-6 signaling, and glucocorticoid receptor signaling pathways. The expression of IL-12 during *C. oncophora *infection in the bovine small intestine was not monitored in this study. Published studies suggest that ongoing Th2 responses are relatively stable and difficult to switch to a Th1 response [44]. IL-12 is a potent stimulus for Th1 responses and has previously shown to drive chronic *T. muris *infection in a normally resistant mouse strain [45,46]. Resistance can be generated either by a single infection event which exceeds the threshold or multiple sub-threshold infection episodes. The absolute level of parasites required to reach threshold varies between genetically distinct individuals. While resistance is generally associated with Th2 responses, it is possible that the development of acquired resistance to *C. oncophora *infection in cattle requires a delicate balance between the production of Th1 cytokines and Th2 cytokines.

The interaction of pathogen-associated molecular patterns such as carbohydrate moieties on parasites by host pattern recognition receptors (e.g. collectins and galectins) triggers a cascade of events, including activation of various immune cells and subsequent cytokine production and resultant recruitment of leukocytes to the site of infection in the bovine small intestine. A sustained elevation of inflammatory cytokines during priming induces NOS2 gene expression, leading to increased production of NO. These reactive nitrogen species and proteases released by infiltrates create a hostile environment for parasites, which impacts worm establishment and reproduction. Up-regulation of genes in extracellular matrix and tight junction as well as genes involved in mucin biosynthesis by infection may lead to enhanced tissue repair in the small intestine. These factors all contribute to the rapid development of acquired resistance to *C. oncophora *infection in cattle after priming by a high-dose primary infection.

In conclusion, we presented evidence that acquired resistance to *C. oncophora *infection in cattle can be rapidly developed following priming of the immune response. Multiple signaling pathways that were significantly impacted during reinfection were identified, distinct from those during a primary infection. The VDR/RXR activation pathway may have contributed significantly to the development of acquired resistance via its potential roles in immune regulation and intestinal mucosal integrity maintenance. NOS2 expression was strongly induced; and several NOS2 associated pathways were significantly impacted during reinfection, suggesting they may play an important role in protective immunity. However, the development of acquired resistance is likely to be very complicated. The relative contribution of Th1 and Th2 immune responses to the resolution of *C. oncophora *infection in cattle needs to be experimentally defined.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

RWL conceived the study, conducted the experiment, analyzed the data, and drafted the manuscript. CJL carried out Western blot analysis. LCG assisted in parasite infection experiments. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Genes significantly impacted during *Cooperia oncophora *infections in cattle**. 308 unique sequences significantly regulated during *Cooperia oncophora *infections in cattle. 

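The spreadsheet gives for each sequence the authors' best match in the RefSeq database with its E value, a gene symbol, and the fold and p of each infection against its own control. All 308 sequences are on the arrays, and their symbols stand for 286 genes. By the authors' own folds and p values, 44 of them are higher and 25 lower past both thresholds in primary infection, 42 higher and 189 lower in reinfection, 4 pass in both infections and 12 in neither. Recomputed from the array intensities, CDH26, GCNT3, NOS2 and SPP1 had the sign of the authors' fold in the infection for which the text names them. Over the whole list, 198 sequences (64.3%) had that sign in primary infection and 300 (97.4%) in reinfection, and 53 and 192 passed the study's threshold in that direction. All of the 69 sequences that pass in primary infection by the authors' values had the same sign here, and so had all of the 231 that pass in reinfection. Of these, 48 and 184 passed the study's threshold. Across the 308 sequences, which are not independent replicates and were chosen on these calves, Pearson's r with the authors' log2 folds was 0.92 in primary infection and 0.96 in reinfection (Spearman's rho 0.88 and 0.89). By limma's adjusted test, 0 of the 308 passed in either infection.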

Click here for file

Additional file 2 **Pathways significantly impacted during *Cooperia oncophora *infections in cattle**. 

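The spreadsheet names each pathway, the infection in which it was found and whether the genes behind it were higher or lower. As the methods state, the genes with higher and with lower expression were submitted separately, and Fisher's exact test asked whether a pathway held more of the submitted genes than chance gives. The genes submitted were significantly regulated genes with a symbol, so the other genes of a pathway did not enter with their values. The test ran on a licensed knowledge base (IPA), which was not used here. In its place, lists of genes were tested over all of their measured members.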

23 canonical pathways significantly impacted during *Cooperia oncophora *infections in cattle. Click here for file

Additional file 3 **Primers used in the experiment**. Primers for 15 genes used in the experiment. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

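RNA from the jejunum of 16 Holstein bull calves was measured on 16 one-colour arrays of 60mer probes, with 4 calves in each of 4 groups: naïve control, primary infection, drug-treated control and reinfection. The group of each array was read from its label. The authors deposited, for each array, the scanner intensity as the mean over the 1 or 2 probes of a sequence, with neither background correction nor normalization between arrays. The mismatch column beside it held 0 nonzero values and was not used. The authors also deposited a value table of log2 values for the series. For the first experiment its columns equal the log2 of the intensity (largest gap 5e-05), with medians of 10.24, 10.39, 10.38 and 10.27 in naïve control and 10.35, 10.18, 10.3 and 10.21 in primary infection calves. For the second experiment the authors normalized the columns separately, with medians of 9.38, 9.35, 9.34 and 9.37 in drug-treated control and 9.39, 9.38, 9.39 and 9.38 in reinfection calves. The methods name quantile normalization, after which sorted columns would be equal, and the sorted columns of the second experiment differ by up to 0.267. The authors' fold and p-value columns of Additional file 1, deposited with the article, were used only for comparison. With the value table, 307 of the 308 p values were matched in reinfection and 10 in primary infection. Which values gave those of primary infection is not known.

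The intensities were background corrected with normexp (offset 0, saddle-point estimates), quantile normalized over 16 arrays and taken to log2. limma 3.58.1 in R 4.3.3 fitted the 4 group means, with 12 residual degrees of freedom. A sequence was called at a Benjamini-Hochberg adjusted p under 0.05, and the study's threshold (unadjusted p of at most 0.05 and a 2-fold difference) was counted beside it. Each infected group was compared with its own control, and the difference between the effects of the 2 infections was fitted as a contrast of all 4 groups. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. The design had assumed values per probe, to be combined by median polish. The files hold the mean per sequence, so the mean was used and median polish was not run.

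Of the sequences, 27563 carried a description. Symbols came from Additional file 1 for 308 sequences, from a symbol in the description for 1629 and from a table of descriptions for 776. The other 42542 stayed unnamed, among them 1968 described as weakly similar. The symbols of Additional file 1 are the authors' best matches, and 207 of its accessions are in the reference table. Where a rule could be tested against Additional file 1, the table of descriptions gave the same symbol for 25 of 26 sequences and the symbol in the description for 8 of 10. A gene with several sequences was represented in a list by the one with the highest mean log2 value. The lists were tested with camera of limma (preset correlation 0.01), with a correlation estimated per list as an alternative, and with fry. Lists of cell types and organs were tested beside those of pathways.

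The genes named in the text are those the paper names, those of its RT-PCR and Western blot panels, the 10 largest rises and falls per comparison, and 2 to 4 members per list with the smallest p. The rises and falls were to come from named sequences with an adjusted p under 0.05 and no overlap between the groups. No named sequence passed, so they came from those with an unadjusted p under 0.01 and no overlap, and are said not to pass. This left 21 rises and 15 falls to choose from in primary infection and 24 and 96 in reinfection. The values of the paper's tables had been seen when the rule was written. Not every gene so chosen is printed.

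The analysis was tested on simulated data for the reinfection design. Of 200 sequences changed by a log2 of 4, 98.5% were recovered with 8 false calls. With changes of 2 and 1 there were 10 and 7 false calls, and 409 and 391 unchanged sequences passed the study's threshold. Both of 2 shifted lists (shift 0.4) were called and 0 others. The simulated genes were independent, while the estimated correlation in the real arrays was 0.63 for the cell cycle list and 0.12 for the fatty acid list. The simulation therefore does not test the preset correlation of 0.01. The alternatives changed the background correction, the normalization, the source of the values, the variance model, the test, the arrays in the fit, the brightness filter, the scale of the fold and the list test, and left out each array in turn. The label numbers were fitted as a block of 2 series in each experiment. They are no stated batch or pairing.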

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

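The tests of the interferon list without 1 array and by control level, those of the share of lower sequences and the exchanged label of CDH26 were chosen only after the result was seen.

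One calf lay far from the other 3 of its group in 18 of 300 groups of values tested, where chance gives about 1 in 20 (15). In naïve control these were replicate B for ADRA1B (10.72, others 8.8 to 9.08), PLA2G4A (9.16, others 9.48 to 9.51), PTPLAD1 (6.11, others 7.49 to 7.67), the mean of the fatty acid oxidation list (0.43, others 0.09 to 0.14) and that of the glutathione list (-0.37, others -0.01 to 0.02), replicate C for the antigen presentation mean (0.37, others -0.09 to -0.03) and replicate D for PRSS2 sequence BOVINE0001S00018999 (4.8, others 7.41 to 7.86). In primary infection they were replicate B for ALOX15 (6.09, others 7.19 to 7.39) and CYP4A11 (6.06, others 6.66 to 6.73) and replicate D for the mast cell mean (0.48, others 0 to 0.07). In drug-treated control they were replicate A for PRSS2 sequence BOVINE0001S00001986 (13.32, others 8.52 to 8.75), C for GCNT3 (14.68, others 10.98 to 11.58) and LGALS15 (8.17, others 9.23 to 9.38), and D for BZW1 (9.47, others 10.06 to 10.15), PTGES (11.36, others 10.66 to 10.68) and TICAM2 (7.51, others 10.44 to 10.79). In reinfection they were replicate C for ADRA1B (9.1, others 7.53 to 7.71) and CYP4A11 (5.17, others 6.39 to 6.52).

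Lists outside the paper's results were called by camera in primary infection for the cell cycle (adjusted p = 3.3e-05), enterocytes (0.0024), type 1 cytokines (0.009, which the paper discusses without array values), mast cells (0.022), antigen presentation (0.025), macrophages and dendritic cells (0.028) and goblet cells (0.038), and in reinfection for the cell cycle (0.00036) and red blood cells (0.011). With an estimated correlation none of these 9 calls held (adjusted p = 0.38 to 0.83). For these 9 the exact two-sided permutation test of the list means gave p = 0.057 to 0.51. In limma 1 unnamed sequence, BOVINE0001S00041530, passed in reinfection (adjusted p = 0.045), at 4.87 ± 0.14 (SD, n = 4) against 1.77 ± 0.96, with a log2 difference of 3.1 (standard error 0.4) and of 0.29 without background correction.

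The type I interferon genes differed between the 2 infections (adjusted p = 1.8e-11 from camera, 0.76 with an estimated correlation). Whether 1 array carries it stays open: the adjusted p was at most 7.5e-06 without any 1 of the 16, but at the preset correlation, and the primary infection call was lost without naïve control C (0.1) or primary infection D (0.18). The spread between calves of genes that move together may explain the result: the exact two-sided permutation test of the list means over 4900 arrangements gave p = 0.06. The level of the control calves may explain it as well, since naïve control calves were 1.02 above drug-treated control calves of the 1.04 in all, while the infected groups were 0.03 apart. A biological difference between the experiments stays open and was not tested.

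In reinfection 65.5% of the sequences past the study's threshold were lower. Background correction is argued against as the sole source, as 87.7% were lower without it. Only 34 higher and 242 lower passed then, against 490 and 931 with it, so a part of it in the excess is not excluded. Above the median brightness 82.8% were lower (23 higher, 111 lower), so the excess of lower sequences is not confined to dim ones. Most sequences lay below the median brightness, 467 of the 490 higher and 828 of the 931 lower. The share among the brighter few therefore does not exclude dim sequences as the main source. The 2 arrays of lowest brightness could play a part that cannot be told apart from that of other calves, with 56.4% lower without C and D, 55.2% without A and D, and 59.9%, 62.7%, 64.3% and 71.9% without A and C, B and D, B and C, and A and B. Single arrays moved it nearly as far, to 57.6% without reinfection D and 58% and 57.9% without drug-treated control B or C.

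CDH26 of reinfection replicate B was at the level of the control calves. An exchange of labels with a drug-treated control is argued against, since the highest of these was at 9.19, below the other reinfected calves. A lack of response in this calf was judged over 103 sequences higher in primary infection, by a rule set in advance. Its median log2 change was 0.44, against 0.09, 0.31 and 0.17 in A, C and D, which by that rule counts against a lack of response. The rule cannot decide this, since no drug-treated control calf was scored. Replicate A, with the highest CDH26 (14.98), also had the lowest median. A single wrong label, an exchange with a calf outside the study and a biological difference in this calf stay open. The 0.44 does not decide between them, since the score of an uninfected calf is not known. SPP1 (12.42) and NOS2 (8.49) of replicate B were above every drug-treated control (at most 9.2 and 8.21). These genes were picked from these calves, and lay at 11.56 and 8.91 in naïve control B.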

How the results depend on the processing

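The settings without reinfection replicates C and D, with all sequences as background and with lists without the genes of Additional file 1 were chosen only after the results were seen.

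Of 10946 alternative values for the 371 named gene results, 10835 (99%) had the same sign, and 0 of the results with an unadjusted p of at most 0.05 changed sign. Many of the settings cannot change a log2 difference. These are the block, trend and robust eBayes, the 8 arrays alone, the methods' test and the brightness filter. Nor can leaving out an array of the other experiment. The share is therefore partly fixed in advance and does not measure stability. CDH26 passed the adjusted test without reinfection replicate B, the calf whose CDH26 was at the control level. The cause was not tested for any value below. The 1 adjusted call in reinfection became 0 with cyclic loess, without background correction, with an offset of 50, in the value table, above the median brightness, with trend and robust eBayes, with the 8 arrays alone, and with the methods' test, and 6 without C and D.

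At the study's threshold, higher and lower, primary infection (161 and 135) gave 88 and 68 without background correction, 73 and 71 in the value table, 47 and 65 above the median brightness and 79 and 62 with the methods' test, and 87 lower with an offset of 50. Reinfection (490 and 931) gave 34 and 242 without background correction, 63 and 486 with an offset of 50, 23 and 111 above the median brightness, 252 and 1195 with median centring, 342 and 1064 in the value table, 383 and 906 with cyclic loess, and 557 lower without C and D. The difference (450 and 494) gave 97 and 244 without background correction and 76 and 134 above the median brightness, 254 higher with cyclic loess, 156 higher with an offset of 50 and 252 lower without C and D. Either infection (1686) gave 422 without background correction, 736 with an offset of 50 and 239 above the median brightness.

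Lists called in primary infection, reinfection and the difference (11, 3 and 1, 15 in all) were 0, 0 and 0 (0 in all) with an estimated correlation. They were 4 in the difference with cyclic loess, 7 and 5 in reinfection and the difference with median centring, 5 and 3 in primary infection and the difference above the median brightness, 5 in reinfection with the mean over sequences, 8 and 5 (24 in all) with all sequences as background, and 5 and 5 without C and D. Of the 308 sequences, 53.6% had the authors' sign in primary infection in the value table and 54.2% as ratios of linear means, and 12% and 76% passed in primary infection and reinfection in the value table.

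With the label number series as a block, adjusted calls in reinfection were 0, the lower count of the difference was 802, and lists called were 10, 3 and 1, as the goblet cell list was not called (adjusted p = 0.059). The numbers mark no stated batch.

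Without 1 array, adjusted calls ranged from 0 to 1 in primary infection, 0 to 2 in reinfection and 0 to 1 in the difference, the highest without reinfection B. Primary infection ranged from 82 (without primary infection B) to 303 (A) higher, with 95 without D and 268 without C, and from 80 (B) to 352 (A) lower, with 253 without C and 217 and 238 without naïve control A and C. Reinfection lower ranged from 475 (drug-treated control C) to 1580 (reinfection B), with 619 without drug-treated control B. The difference ranged from 304 to 904 higher and 128 to 1856 lower (naïve control D and B), and either infection from 1093 (drug-treated control C) to 2524 (reinfection B). Lists ranged from 5 (naïve control B) to 12 (primary infection C), from 2 (drug-treated control C) to 5 (reinfection D) and from 1 to 4 (primary infection C), in all from 9 (naïve control C) to 19 (primary infection C).

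Median polish was not run, since the files hold 1 mean per sequence. Sequences below the median brightness make up 95.3% of those higher in reinfection, which limits what these counts carry.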

Differences from the paper's values

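The setting without reinfection replicates C and D was chosen only after the result was seen.

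A value counts as differing below when its sign is not that of the paper's or the gap exceeds the larger SD of the 2 groups of calves, and a count when one is over 1.5 times the other.

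The paper counts 308 sequences as impacted, and 1686 passed its stated thresholds here in either infection. The 308 all carry a match and a symbol, while most of the 1686 have no name here. Among named sequences 31 were higher and 27 lower in primary infection and 39 and 188 in reinfection. Whether sequences without a match were left out of the 308 is not stated. Of the alternatives set before the data were examined, the count no longer differed by the rule without background correction (422) and above the median brightness (239). It differed with cyclic loess (1568), median centring (1718), quantile normalization within each experiment (1565), an offset of 50 (736), the value table (1529), the block (1845), trend and robust eBayes (1644), array weights (1534), the 8 arrays alone (1792), the methods' test (1259) and linear ratios (1581).

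For BZW1 in primary infection the paper's log2 fold is 1.47 and the value here 0.65, and it differed under every alternative run. For SPP1 in primary infection the paper's is 0.02 and the value here -0.7, which differed under every alternative over all calves in which the sequence was tested; without naïve control replicate B it was 0.04. For DDN in reinfection the paper's is -0.04 and the value here 0.53, which did not differ as a ratio of linear means (-0.02) or without drug-treated control replicate C (-0.04). For GCNT3 in reinfection the paper's is 1.08 and the value here -0.12. The sign matched in the value table (0.02), with array weights (0.22) and without reinfection replicates C and D (0.11), chosen after seeing the values, so that these do not count as differing, but the gap stayed at about 1. Without drug-treated control replicate C it was 0.73, with the paper's sign. For TICAM2 in reinfection the paper's is 0.05 and the value here -0.21. The sign matched with array weights (0.13) and without C and D (1.18, further from the paper's value, and chosen after seeing the values). As a ratio of linear means it was 0, which has no sign and so counts as differing though it is close, and so does the 0 without reinfection replicate D. Without drug-treated control replicate B or C it was 0.09 or 0.07, and without reinfection replicate C 0.5, none of which differs. By this rule 5 of 58 pairs of values differed, and larger gaps within a wide SD do not count, such as IFI6 (paper's -2.56, here -1.67) and ULBP3 (paper's 1.16, here 0.62) in primary infection.

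The paper names genes as changed in 1 infection only. The difference between the infections' effects passed limma's adjusted test for 0 sequences, GCNT3 (-2.62), SPP1 (3.03) and NOS2 (1.51) included, where 1574 had an unadjusted p under 0.05. By that test 0 of the 308 sequences passed in either infection. The paper calls the VDR/RXR pathway stimulated in reinfection, and the list of its targets was not called (adjusted p = 0.59 from camera, mean 0.1). It calls the LXR/RXR pathway stimulated in both infections, and that list was not called (0.63 and 0.32). It calls fatty acid metabolism suppressed in both, and that list was called in primary infection (0.00012, but 0.38 with an estimated correlation) and not in reinfection (0.18). In reinfection it was called with all sequences as background (0.014) and without C and D (0.047), both chosen after seeing the values. It calls calcium signalling lower in reinfection, and the muscle and calcium list was not called (0.13), but was with median centring (0.00073), above the median brightness (0.021), with the mean over sequences (0.044) and with all sequences as background (0.0093, chosen after seeing the values), as was a control list of genes of other organs with median centring (0.0029) and with all sequences as background (0.027). The paper used another test on other lists. The genes that a list was compared with include those of the study's own list, which are mostly lower in reinfection. This may hide a lower list there.

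Table 1 lists GABRA5, KSR2, LPO, RELL2 and SLC6A12 among the induced genes, with the paper's folds in reinfection below 1 and marked there, and no mark in primary infection.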

Other observations

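All list results below come from tests set in advance, except those without the genes of Additional file 1, with all sequences as background and without reinfection C and D, which were chosen only after the result was seen.

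Genes of absorptive enterocytes were lower in primary infection, 15 of 17, with a mean log2 difference of -0.42 (adjusted p = 0.0024 from camera, adjusted p = 0.61 with an estimated correlation). Among them the phosphatase ALPI had a difference of -1.09 (standard error 0.43) and the peptidases MME and MEP1B of -1.08 (standard error 0.43) and -0.56 (standard error 0.24). Goblet cell genes, most of which are also in the mucin list, were higher, 6 of 6 (mean 0.32, adjusted p = 0.038, estimated 0.61). Mast cell genes were higher as well, 6 of 6 (mean 0.47, adjusted p = 0.022, estimated 0.38), with CPA3 at 0.76 (standard error 0.31). Genes of antigen presentation (14 of 16, mean -0.16, adjusted p = 0.025, estimated 0.67) and of macrophages and dendritic cells (13 of 15, mean -0.23, adjusted p = 0.028, estimated 0.67) were lower. In reinfection these 5 lists were not called (0.82, 0.86, 0.71, 0.71 and 0.47). Red blood cell genes were lower in reinfection, 5 of 5 (mean -0.94, adjusted p = 0.011, estimated 0.83), with HBB at -1.41 (standard error 0.53) and ERAF at -1.08 (standard error 0.31), and not in primary infection (0.74). For the enterocyte and red blood cell lists 2 genes each are in the study's own list. In primary infection the exact two-sided permutation test of list means gave p = 0.23 for enterocytes and 0.29 for goblet cells. For mast cells the exact two-sided permutation test gave p = 0.057, for antigen presentation 0.51 and for macrophages and dendritic cells 0.31. For red blood cells in reinfection the exact two-sided permutation test gave p = 0.057.

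Without 1 array some of these calls were lost: enterocytes without naïve control D (0.07); goblet cells without naïve control B (0.21), C (0.088) or D (0.07), primary infection B (0.1) or D (0.27) or reinfection C (0.052); mast cells without naïve control A (0.075) or B (0.072) or primary infection A (0.069) or D (0.12). Antigen presentation was lost without naïve control C (0.22) or D (0.062) or primary infection B (0.28) or D (0.15), macrophages and dendritic cells without naïve control B (0.072), C (0.22) or D (0.061) or primary infection A (0.13) or B (0.37), and red blood cells without reinfection C (0.07) or without the genes of Additional file 1 (0.27). With median centring the mast cell (0.081), antigen presentation (0.26) and macrophage (0.081) calls were lost, with the mean over sequences antigen presentation (0.1), with the series as a block goblet cells (0.059), without reinfection C and D red blood cells (0.16), goblet cells (0.062) and antigen presentation (0.057), and above the median brightness those of goblet cells (0.056), mast cells (0.19), antigen presentation (0.067) and macrophages (0.064).

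Lists not called, with the adjusted p in primary infection and reinfection, were eosinophil (0.099 and 0.069, 3 genes measured), smooth muscle (0.9 and 0.069), striated muscle and calcium in primary infection (0.9), tight junction (0.52 and 0.71), crypt and Paneth cell (0.69 and 0.69), enteroendocrine (0.74 and 0.75), tuft cell (0.52 and 0.59), BEST4 enterocyte (0.52 and 0.71), B cell (0.78 and 0.39), T and NK cell (0.45 and 0.9), neutrophil (0.9 and 0.13), fibroblast (0.46 and 1), neuron and glia (0.74 and 0.77), pancreatic acinar (0.75 and 0.49), stomach and Brunner gland (0.75 and 0.86) and other organs (0.74 and 0.35). Other settings called eosinophil with the mean over sequences (0.029 and 0.042), and in reinfection with all sequences as background (0.037), without C and D (0.047), without primary infection B (0.042) or D (0.049) or reinfection B (0.044) or D (0.034), and in primary infection without primary infection B (0.00073). They called smooth muscle in reinfection with cyclic loess (0.024), median centring (0.0016), without C and D (0.00049), and without drug-treated control B (0.027) or D (0.0068) or reinfection D (0.0014). Neutrophil was called lower in reinfection with all sequences as background (0.018), and T and NK cell lower in primary infection without primary infection C (0.018). Genes of other organs were called lower in reinfection with median centring (0.0029) and with all sequences as background (0.027). The exact two-sided permutation test of list means gave p = 0.029 for eosinophil in reinfection and tight junction in primary infection, unadjusted over lists. The tight junction list holds CDH26, with a difference of 4.78. Its mean was 0.23 and its median 0.08, with 14 genes higher and 9 lower, so the result is not one of the list as a whole. The 3 eosinophil genes include LGALS15 and ALOX15, the latter from the study's own list.

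The counts were compared over all 35 splits of the same calves for each infection, the real one included. For the difference they were compared over 100, which are the real one and a random sample of splits. Results as large came often enough that chance cannot be excluded for the counts above 0. Where the real count is 0, every split gives as many, so the adjusted calls of primary infection (35 of 35 splits, highest other 0) and of the difference (100 of 100, highest other 1) decide nothing. In primary infection, of 35 splits, 19 gave as many sequences past the study's threshold (real 296, highest other 990) and 5 as many lists (real 11, highest other 12). In reinfection, 5 gave as many adjusted calls (real 1, highest other 1), 2 as many sequences past the threshold (real 1421, highest other 1547) and 19 as many lists (real 3, highest other 7). For the difference, of 100 splits, 33 gave as many sequences (real 944, highest other 3830) and 87 as many lists (real 1, highest other 13). Splits with several times the real count point to a structure of the samples other than infection. The split by label number series gave 355 sequences past the threshold in primary infection, more than the real 296 and near the median of the other splits (315), and 1076 in reinfection, where the median of the other splits was 226. With the series as a block the real counts were 201 higher and 144 lower in primary infection and 496 and 1040 in reinfection. The unadjusted counts beside the 0 are 2224 in primary infection and 1574 for the difference.

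By RT-PCR the paper reports MUC2 and GCNT3 as higher in primary infection and not in reinfection, and CDH26 as 82-fold and 21-fold higher (the paper's values). On the arrays MUC2 had log2 differences of 0.61 and -0.06 (standard error 0.26), and GCNT3 and CDH26 had those given at their claims. With the value table of the series, 307 of the 308 p values of Additional file 1 were matched within 0.001 in reinfection and 10 in primary infection.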
